# Gene Expression Responses Linked to Reproduction Effect Concentrations (EC_10,20,50,90_) of Dimethoate, Atrazine and Carbendazim, in *Enchytraeus albidus*

**DOI:** 10.1371/journal.pone.0036068

**Published:** 2012-04-27

**Authors:** Sara C. Novais, Wim De Coen, Mónica J. B. Amorim

## Abstract

**Background:**

Molecular mechanisms of response to pesticides are scarce and information on such responses from soil invertebrates is almost inexistent. *Enchytraeus albidus* (Oligochaeta) is a standard soil ecotoxicology model species for which effects of many pesticides are known on survival, reproduction and avoidance behaviour. With the recent microarray development additional information can be retrieved on the molecular effects.

**Methodology/Principal Findings:**

Experiments were performed to investigate the transcription responses of *E. albidus* when exposed to three pesticides – dimethoate (insecticide), atrazine (herbicide) and carbendazim (fungicide) – in a range of concentrations that inhibited reproduction by 10%, 20%, 50% and 90% (EC_10_, EC_20_, EC_50_ and EC_90_, respectively). The goal of this study was to further identify key biological processes affected by each compound and if dose-related. All three pesticides significantly affected biological processes like translation, regulation of the cell cycle or general response to stress. Intracellular signalling and microtubule-based movement were affected by dimethoate and carbendazim whereas atrazine affected lipid and steroid metabolism (also by dimethoate) or carbohydrate metabolism (also by carbendazim). Response to DNA damage/DNA repair was exclusively affected by carbendazim.

**Conclusions:**

Changes in gene expression were significantly altered after 2 days of exposure in a dose-related manner. The mechanisms of response were comparable with the ones for mammals, suggesting across species conserved modes of action. The present results indicate the potential of using gene expression in risk assessment and the advantage as early markers.

## Introduction

Pesticides are a common source of pollution, being present at a large scale in many European soils. Pesticides are designed to affect a certain class of organisms (e.g. insecticides, herbicides, fungicides) but they also affect non-target organisms. The modes on how these pesticides affect non-target species are even less known and to understand its risks still constitutes a challenge.

Dimethoate is one of the most used insecticides in agricultural fields and it is known as a cholinesterase inhibitor acting at the cholinergic synapses of insects [1]. This ability to inhibit cholinesterases has been demonstrated for other groups of organisms like freshwater shrimps [2], chironomids [3], fish [4] or earthworms [5]. Besides these effects related to its mode of action in insects, dimethoate have been described to inhibit steroidogenesis in rats [6]. Atrazine is an herbicide, also widely applied, which has the function of inhibiting photosynthesis in photosystem II of plants. In frogs, fish and rats, atrazine has been described as a possible endocrine disruptor and as an immunotoxin [7]–[11]. Carbendazim is the predominant metabolite of the systemic broad spectrum fungicide benomyl, known for affecting the nucleus division by inhibiting microtubule assembly in fungi [12], [13]. The antimitotic action of carbendazim has also been described for mammals [14].

Toxicity mechanisms of these three pesticides on invertebrates, and in particular on soil invertebrates, are by far less known. *Enchytraeus albidus* (Oligochaeta) are an ecologically relevant invertebrate species and present in soils worldwide. They play a key role in the functioning of the soil ecosystem, being involved in the degradation of organic matter and improving the pore structure of the soil [15]. These organisms are often used as test species for soil toxicity testing [16], [17] and studies have reported effects of dimethoate, atrazine and carbendazim on its survival, reproduction and avoidance behaviour [18]–[22]. The mechanisms of such toxicity are still to be understood.

The development of a cDNA microarray for *E. albidus* [23], [24] provided a new tool to assess molecular mechanisms of pesticide toxicity. This microarray was enhanced (Agilent oligonucleotide microarray) with the development of two new cDNA libraries enriched with metal and pesticide responsive genes, and all the sequence information was made available in EnchyBASE (http://bioinformatics.ua.pt/enchybase/) [25].

The main goal of the present study was to investigate the early transcription responses of *E. albidus* to three pesticides with different modes of action: dimethoate, atrazine and carbendazim (as mentioned above). Ultimately, the objective is also to identify key biological processes affected that indicate mechanisms of toxic action for each pesticide. Gene expression studies of pesticides in invertebrates are still scarce and, to the authors' knowledge, this is the first transcriptomic study of dimethoate and carbendazim effects in invertebrates. Transcription effects of atrazine have been assessed in a few studies [26]–[28].

In order to further understand the underlying transcription responses for effects at higher levels of biological organization, organisms were exposed for 2 days to a range of concentrations with known effects on reproduction – EC_10_, EC_20_, EC_50_ and EC_90_ – causing 10, 20, 50 and 90% reduction in the number of juveniles, respectively.

## Methods

### Maintenance of test species

*Enchytraeus albidus* [29] were maintained in laboratory cultures under controlled conditions with a photoperiod 16∶8 h light∶dark and a temperature of 18°C. Animals were fed twice a week with finely ground and autoclaved rolled oats.

### Soil and spiking of the test substances

Spiking of all pesticides was performed in the natural standard soil LUFA 2.2 [pH (CaCl_2_) = 5.5; Organic Matter = 4.4%; texture = 6% clay, 17% silt, 77% sand]. Three pesticides were used in this study: the insecticide dimethoate [Sigma-Aldrich (Riedel-de Haën), 99.8%], the herbicide atrazine (Sigma-Aldrich, 97.4%) and the fungicide carbendazim (Sigma-Aldrich, 97%). Dimethoate was spiked into the pre-moistened soil as aqueous solution, each test concentration into the whole batch of soil for all replicates. For the non-water soluble chemicals (atrazine and carbendazim) acetone was used as solvent, being this solution homogeneously mixed with the soil and left to evaporate overnight. A solvent control was also performed – control soil spiked with the same amount of acetone. The soils were then moistened to 50% of the soil maximum water holding capacity (WHC).

Four concentrations of each pesticide were tested, based on previous results on reproduction effects [19]. The concentrations used were in the range of the 95% confidence intervals for the Effect Concentrations (EC) that caused 10, 20, 50 and 90% effects on reproduction (EC_10_, EC_20_, EC_50_ and EC_90_) and are presented in Table 1.

**Table 1:** Concentrations of dimethoate, atrazine and carbendazim used for exposures in *Enchytraeus albidus*.

	EC_10_ (mg/kg)	EC_20_ (mg/kg)	EC_50_ (mg/kg)	EC_90_ (mg/kg)
*Insecticide*				
**Dimethoate**	0.1	0.5	2.0	25
*Herbicide*				
**Atrazine**	0.2	0.5	3.0	50
*Fungicide*				
**Carbendazim**	0.05	0.1	0.5	3.0

Concentrations of exposure were based on the effect concentrations on reproduction [19].

EC_10_ = Concentration that induces 10% reduction in the number of juveniles; EC_20_ = Concentration that induces 20% reduction in the number of juveniles; EC_50_ = Concentration that induces 50% reduction in the number of juveniles; EC_90_ = Concentration that induces 90% reduction in the number of juveniles.

### Exposure conditions

Ten adult worms with well developed clitellum were introduced in the test vessels, each containing 25 g of moist soil. The worms were exposed for 2 days at 20°C and a 16∶8 h photoperiod. Three replicates per treatment were performed. In the end of the exposure, animals of each replicate were carefully removed, rinsed in deionised water, stored in RNA later (Ambion, USA) containing criotubes and frozen in liquid Nitrogen. All samples were stored at -80°C till further analysis.

### RNA extraction, labelling and hybridizations

Three biological replicates of each pesticide exposure condition and also of both control and solvent control conditions were used. The following procedures for the microarray experiment were the same as described in Novais et al. [30]. Briefly, isolation of total RNA from each replicate was performed with the Trizol extraction method (Invitrogen, Belgium) followed by a DNAse treatment (Fermentas, Germany) and further purification steps consisting of phenol/chloroform extractions. The quantity and purity of the isolated RNA were measured with nanodrop (NanoDrop ND-1000 Spectrophotometer) and its integrity was checked on a denaturing formaldehyde agarose gel electrophoresis.

A single-colour design was used starting from 500 ng of total RNA which was amplified and labelled with the Agilent Low Input Quick Amp Labelling Kit (Agilent Technologies, Palo Alto, CA, USA). Positive controls were added with the Agilent one-colour RNA Spike-In Kit (Agilent Technologies, Palo Alto, CA, USA). Purification of the amplified and labelled cRNA was performed with the RNeasy columns (Qiagen, Valencia, CA, USA).

The cRNA samples were hybridized on Custom Gene Expression 60-mer oligonucleotide Agilent Microarrays (8×15 k format) developed for this species [25], [30]. Hybridization was performed using the Agilent Gene Expression Hybridization Kit (Agilent Technologies, Palo Alto, CA, USA) and each biological replicate was individually hybridized on one array. After the 17 h hybridization at 65°C with a rotation of 10 rpm, microarrays were washed using Agilent Gene Expression Wash Buffer Kit (Agilent Technologies, Palo Alto, CA, USA) and scanned with the Agilent DNA microarray scanner G2505B (Agilent Technologies). A total of 42 hybridizations resulted from the present microarray experimental design (four concentrations – EC_10_, EC_20_, EC_50_ and EC_90_ – of three pesticides – dimethoate, atrazine and carbendazim – in triplicate, plus three replicates of control and solvent control conditions).

### Analysis of microarray data

Fluorescence intensity data was obtained with Feature Extraction (10.5.1.1) Software (Agilent Technologies). Quality control was done by inspecting the reports on the Agilent Spike-in control probes and by making box plots of each array. Processing of the data and statistical analysis were performed using BRB Array Tools version 4.1 Stable Release (http://linus.nci.nih.gov/BRB-ArrayTools.html). After background subtraction, the replicated spots within each array were averaged and the intensities were log_2_ transformed. Data was then normalized using median array as reference. Raw and processed data are available from Gene Expression Omnibus (GEO) at the NCBI website (platform: GPL14928; series: GSE33945).

Given that two of the pesticides were dissolved in acetone (atrazine and carbendazim), comparisons of those exposure treatments were made against the solvent control, whereas dimethoate treatments were compared to the water control. Statistical class comparison was performed between those different groups of arrays using two-sample t-test with 95% confidence level for the assessment of differentially expressed genes and the log_2_ ratios of expression between those classes were calculated and used for further analysis.

Annotation of the differentially expressed genes (p<0.05) was performed based on their similarity to sequences in the National Centre for Biotechnology Information (NCBI) database as determined by the Basic Local Alignment Search Tool (BLAST) [31]. The sequences were submitted to Blast2GO [32] being compared with peptide sequence databases using BLASTX analysis (with *e*-value<10^−5^). GO term enrichment analysis [33] was performed for the differentially expressed genes using the same Blast2GO software. Clustering and principal component analyses (PCA) were performed using MultiExperiment Viewer (MeV, TIGR).

### Quantitative Real-Time PCR confirmations

Total RNA (1 µg) from all control and pesticide exposed samples was converted into cDNA through a reverse transcription reaction using the SuperScript First-Strand Synthesis System for RT-PCR (Invitrogen). Amplification was performed using Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) on the 7500 Real-Time PCR System (Applied Biosystems). Primer sets were designed for seven target genes (EAC00488, EAC00716, EAC00387, EAC00992, EAC00791, EAC00265, EAC00181; see Table S1) and one endogenous control gene (myosin alkali light chain 1 – EAC00302) with the software Oligo ExplorerTM (version 1.1.0). Efficiency and specificity of each primer was determined by observing the obtained standard and melting curves, respectively, for all primer sets. Primer sequences can be found in EnchyBASE – http://bioinformatics.ua.pt/enchybase/ [25].

Quantitative real-time PCR (qPCR) was performed with three biological replicates of each condition (the same used for the microarray experiment), applied in triplicate on a 96-well optical plate (GeneAmp®, Applied Biosystems). Reaction conditions consisted of one initial cycle at 50°C for 2 min, followed by a denaturation step at 95°C for 2 min, 40 cycles at 95°C for 32 sec and 1 cycle at 60°C for 1 min. Finally, a dissociation step was made consisting of 15 sec at 95°C, 1 min at 60°C, and 15 sec at 95°C.

A mean normalized expression value was calculated from the obtained Ct values of the test genes with Relative Expression Software Tool (REST-MSC).

## Results

Transcription dose-responses were determined for the three pesticides from different classes: the insecticide dimethoate, the herbicide atrazine and the fungicide carbendazim.

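Adult worms were exposed in soil for 2 days, and RNA from each of 3 vessels per treatment was hybridised to 1 array, which gave 42 arrays in 14 groups. The groups were a water control, an acetone solvent control, and 4 concentrations of each pesticide, EC10, EC20, EC50 and EC90. The paper's concentrations, in mg per kg of soil, were 0.1, 0.5, 2 and 25 for dimethoate, 0.2, 0.5, 3 and 50 for atrazine, and 0.05, 0.1, 0.5 and 3 for carbendazim. The paper places 10 worms in each vessel of 25 g of soil, whereas the sample descriptions of the deposited data give 15. Each labelling reaction started from 500 ng of total RNA, and the kit is named differently in the paper and in the sample descriptions. The deposited scanner data were read with Feature Extraction, which subtracted the background and corrected trends within each array. The deposited table of processed values was the same signal, with a largest relative difference of 0, so the averaging, log2 transformation and median normalization of the methods were carried out anew. Apart from controls 15208 spots per array covered 1035 transcripts with 14 to 15 spots of 1 probe each. Spots marked as outliers were left out, between 421 and 1070 per array, the remaining spots were averaged, and the averages were log2 transformed. Each array was then shifted by the median difference from the median array. The median log2 signal before that shift was between 6.46 and 8.56 per array, between 74.7% and 94.5% of transcripts were well above background, and between 1.84% and 5.51% were saturated. One limma model with 14 group means was fitted to all arrays, which left 28 residual degrees of freedom and a median residual SD of 0.413 on the log2 scale. A transcript is called differentially expressed below where limma's moderated test gave a Benjamini-Hochberg adjusted p under 0.05 over all transcripts. With 3 arrays per group the number of arrays limits the precision. On simulated arrays with this spread, limma recovered 8.9% of log2 changes of 0.5, 52.7% of changes of 1 and 98.6% of changes of 2, and called 7 unchanged transcripts beside 113 changed ones. That simulated noise was normal and independent between transcripts, without slide effects or deviating arrays, so these rates need not hold for the real arrays. The arrays lay on 8 slides that were scanned on 4 days, and each slide held arrays of only some groups, so slide and treatment were partly confounded. Replicate 1 of dimethoate EC10 and replicate 2 of dimethoate EC20, which made up 1 of 16 scans, deviated from their group means with SDs of 1.09 and 1.03 log2, against 0.35 to 0.76 for the other arrays.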

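The deposited arrays carry sequence names, and the transcript numbers (EAC and a number) appear in the supplementary tables. The 225 transcripts of Table S2 were therefore matched to sequences by their 12 log2 ratios, computed from all spots, outliers included, averaged as log2 values. Constants between -0.089 and 0.038 log2 were removed for this match. All 225 then found a sequence, with a largest difference of 0.0013 log2, against at least 0.037 for the sequence next in order. As a further check, 209 of 224 neighbouring numbers were in the alphabetical order of the sequence names. Because the ratios made the match, the log2 changes of these transcripts and those of Table S2 are alike by construction. The reference transcript of the qPCR, myosin alkali light chain 1 (EAC00302), is not in that table and was not matched.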

Analysis of the statistical class comparison results (two sample t-tests, p<0.05) between control and each of the dimethoate treatments resulted in a total of 317 significant differentially expressed genes. 

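In limma 39 transcripts were differentially expressed in at least 1 dimethoate concentration, out of 1035 tested against the water control. At an unadjusted limma p under 0.05 the total was 271, and the 2 sample t-test of the methods gave 324 at the same unadjusted threshold. After Benjamini-Hochberg adjustment that t-test gave 1 transcript. When the residuals of the arrays were dealt at random to the 14 groups, in 100 simulations without any treatment effect, the unadjusted t-test gave a median of 114.5 transcripts (95% of simulations between 51.5 and 227), whereas the limma total had a median of 0 (0 to 51.5). Without control replicate 3 the limma total fell to 21.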

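For atrazine no transcript was differentially expressed at any concentration in limma, where 211 reached an unadjusted p under 0.05 in at least 1 comparison and the t-test of the methods gave 157. Carbendazim gave 41 differentially expressed transcripts in limma, 298 without adjustment and 333 by the t-test. In the simulations without a treatment effect the t-test gave medians of 131.5 for the comparisons of atrazine (39 to 248) and 122.5 for those of carbendazim (58 to 217). The limma totals in these simulations had medians of 0 for atrazine (0 to 47.9) and 0 for carbendazim (0 to 224), and 6 of the 100 reached the 41 of carbendazim. In the simulations the 2 deviating arrays could fall into any group, whereas in the data they lie outside the groups of these comparisons. The adjusted t-test gave 0 transcripts for atrazine and 9 for carbendazim. Leaving out atrazine EC50 replicate 2 raised the atrazine total to 8, and leaving out carbendazim EC90 replicate 3 lowered the carbendazim total to 19. Without the 2 deviating arrays of 1 scan, an alternative chosen after seeing the data, limma gave 63, 36 and 191 transcripts for dimethoate, atrazine and carbendazim. Those 2 arrays are dimethoate arrays, and they entered the other totals through the spread shared by all groups, whose median fell to 0.32 log2 without them.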

The comparison between solvent control and atrazine or carbendazim conditions resulted in 161 and 334 significant differentially expressed genes, respectively. 

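Names of known proteins were taken from Table S2, which lists 225 transcripts. Among the differentially expressed transcripts 11 had a name for dimethoate, 0 for atrazine and 13 for carbendazim in limma. The t-test of the methods gave 123, 49 and 117 transcripts with a name, and the unadjusted limma test 74, 66 and 81. Since Table S2 lists transcripts that the study selected on these same arrays, names are missing for sequences outside that selection.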

From these transcripts, 135 (43%), 51 (32%) and 127 (38%) for dimethoate, atrazine and carbendazim exposures respectively, match known proteins in public databases. The complete list of affected genes with significant blast homologies, is given in Table S2.

The total number of over and under expressed transcripts in each of the pesticide conditions is represented in Figure 1.

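Limma called 0 transcripts at dimethoate EC10 and EC20, where 75 and 136 had an unadjusted p under 0.05 and the t-test gave 28 and 20. At dimethoate EC50 all 16 differentially expressed transcripts were up-regulated, and at EC90 30 were up- and 3 down-regulated. The count at EC50 moved more than 1.5-fold in 4 of 6 omissions of an array, down to 1 without control replicate 3, and the count at EC90 was 21 without the same array. For atrazine limma called 0 transcripts at EC10, EC20, EC50 and EC90, beside 31, 54, 104 and 91 at an unadjusted p under 0.05 and 58, 26, 36 and 78 by the t-test. Without atrazine EC50 replicate 2 the count at that concentration was 7, and without solvent control replicate 3 it was 7 at EC90 and 1 at EC20. For carbendazim 2, 1, 4 and 39 transcripts were differentially expressed, of which 0, 0, 1 and 20 were up-regulated. The 39 at EC90 fell to 17 without carbendazim EC90 replicate 3, and the 4 at EC50 fell to 0 without carbendazim EC50 replicate 2. By chance alone 52 of 1035 transcripts would have an unadjusted p under 0.05. Split by direction, the t-test gave 9, 13, 126 and 111 up-regulated transcripts for dimethoate, 23, 15, 14 and 31 for atrazine, and 67, 90, 101 and 118 for carbendazim. The corresponding down-regulated transcripts were 19, 7, 79 and 67, then 35, 11, 22 and 47, and then 49, 64, 66 and 61.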

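The transcripts with the largest changes at dimethoate EC90 were chosen by the same rule for each pesticide, among those with all treated arrays on one side of all control arrays. That held for 33 of the 33 differentially expressed transcripts. Mads flc-like protein 2 rose in 3 forms, EAC01116 by 5.15 log2 (standard error 1.01, adjusted p = 0.00124), EAC01049 by 5.09 (standard error 1.04, adjusted p = 0.0017) and EAC01066 by 4.93 (standard error 1.03, adjusted p = 0.00216). Among sequences without a name Contig135 rose by 5.30 (standard error 1.03, adjusted p = 0.00118), Ealb_Pest_P6_H1_SP6_2092020 rose by 4.92 (standard error 1.03, adjusted p = 0.00216) and P4_5E_T7_1329752 fell by 2.18 (standard error 0.39, adjusted p = 0.000511). The risen transcripts listed here all belonged to a group of 17 that varied together over the arrays, so they are not separate responses. The mean level of that group lay between 5.29 and 8.91 log2 in the control arrays. The control arrays differed widely in the risen transcripts, as in EAC01116 with 7.13 ± 1.78 (SD, n = 3) against 12.28 ± 0.33 (SD, n = 3) at EC90. Against the solvent control EAC01049, EAC01066 and Ealb_Pest_P6_H1_SP6_2092020 changed by -0.08, -0.16 and -0.17, EAC01116 by 0.18 and Contig135 by 0.54. None of these was called (adjusted p between 0.78 and 0.964 from limma), so the rise of these transcripts depended on the control.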

**Figure 1:**
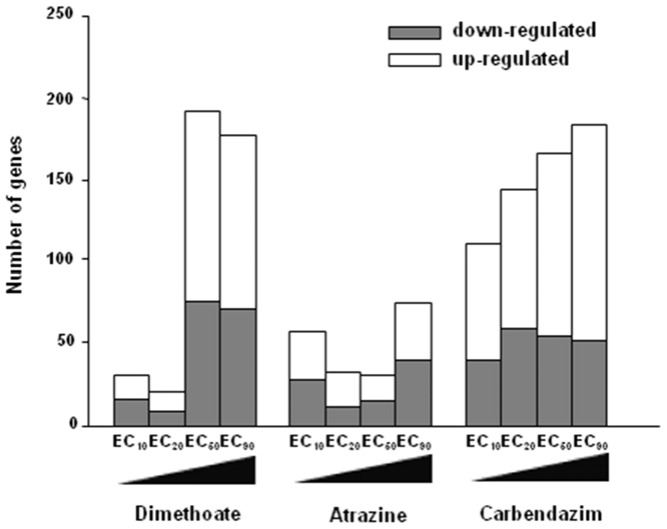
Number of differentially expressed genes after dimethoate, atrazine and carbendazim exposures. Number of significant up- and down-regulated genes (two sample *t*-tests, p<0.05) in *Enchytraeus albidus* after exposure to dimethoate, atrazine and carbendazim in four different concentrations (reproduction EC_10_, EC_20_, EC_50_ and EC_90_). Values refer to the comparison with the respective control.

In general, higher concentrations of the tested pesticides affected more transcripts than lower ones. 

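A linear trend over the control and the 4 concentrations, tested in limma, was differentially expressed in 49 transcripts for dimethoate, 14 for atrazine and 21 for carbendazim. Of these trends 43, 12 and 9 were upward. The comparison of EC50 and EC90 with EC10 and EC20, which uses no control, gave 179 transcripts for dimethoate, 0 for atrazine and 10 for carbendazim. At an unadjusted p under 0.05 the last comparison gave 358, 160 and 89 transcripts, and the smallest adjusted p for atrazine was 0.0511. The count of 179 was 70 without dimethoate EC20 replicate 2, 328 without dimethoate EC20 replicate 3 and 82 without both arrays of the deviating scan. The count of 10 was 4 without carbendazim EC90 replicate 1. For atrazine 107 transcripts differed between higher and lower concentrations once atrazine EC50 replicate 2 was left out. The same omission moved the atrazine trend from 14 to 57 transcripts, and it was 0 without solvent control replicate 2. The carbendazim trend was 11 without solvent control replicate 2, and the dimethoate trend was 29 without dimethoate EC90 replicate 1. For dimethoate and carbendazim the lower concentrations lay on other slides than the higher ones. With the slide as a block, higher against lower concentrations gave 0 transcripts for dimethoate and 0 for carbendazim, and the carbendazim trend gave 1. Slides and concentration therefore cannot be told apart, also where single transcripts or lists are compared in this way below.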

Atrazine affected the lowest number of transcripts in total (Figure 1). In exposure to carbendazim it was possible to observe dose-response relation, increasing the number of differentially expressed genes with increasing concentrations. 

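Between carbendazim concentrations the smallest adjusted p in limma was 0.000167 at EC10, 0.00594 at EC20, 0.0247 at EC50 and 8.41e-05 at EC90. The transcripts with the largest changes at carbendazim EC90, among those where all treated arrays were on one side of all control arrays, were chosen by a fixed rule. Such a separation occurred in 39 of the 39 differentially expressed transcripts, all with 3 arrays against 3. Peptidase inhibitor 16 (EAC00257) fell by 2.32 log2 (standard error 0.43, adjusted p = 0.000989 from limma), with 1 treated array not well above background. Mads flc-like protein 2 rose in 2 forms, EAC01087 by 2.14 (standard error 0.36, adjusted p = 0.000415) and EAC01098 by 1.49 (standard error 0.33, adjusted p = 0.00742). The control arrays and 2 of the 3 treated arrays of EAC01087 were not well above background, so no fold change can be given, and with normexp its change was 0.05 (adjusted p = 0.836). Among sequences without a name, P2_A9_T7_1328949 fell by 2.35 (standard error 0.42, adjusted p = 0.000987) and P5_E4_T7_1329817 fell by 1.84 (standard error 0.30, adjusted p = 0.000321). Ealb_Met_P5_E5_SP6_2090452 rose by 2.15 (standard error 0.56, adjusted p = 0.0234) and Ealb_Met_P1_C3_SP6_2090161 by 1.99 (standard error 0.42, adjusted p = 0.00412), with 2 control arrays of the latter not well above background. The adjusted p of Ealb_Met_P5_E5_SP6_2090452 reached 0.216 with 1 array left out, and that of EAC01098 reached 0.0642. With the slide as a block none of the transcripts listed for carbendazim EC90 was called, and all kept their direction. Their adjusted p values then lay between 0.0523 (P5_E4_T7_1329817) and 0.838 (Ealb_Met_P5_E5_SP6_2090452), so slides and treatment cannot be told apart for them.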

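The share of up-regulated transcripts among those with an unadjusted limma p under 0.05 was 50.7%, 52.9%, 73.2% and 72.3% from dimethoate EC10 to EC90. It was 54.8%, 55.6%, 54.8% and 56.0% over the atrazine concentrations and 43.2%, 58.7%, 65.7% and 55.4% over those of carbendazim. These shares depended on the scaling of the arrays. With all arrays shifted to the same 75th percentile they were 60.0%, 34.1%, 32.4% and 62.9% for dimethoate, 47.4%, 90.6%, 92.7% and 91.1% for atrazine, and 74.1%, 81.9%, 90.3% and 66.1% for carbendazim. That scaling moved the median of all transcripts by -0.242 at dimethoate EC50, by 0.291 at atrazine EC50 and by 0.193 at carbendazim EC20, the largest shifts for each pesticide on the log2 scale. After quantile normalization the shares were 50.6%, 47.8%, 55.2% and 51.8% for dimethoate, 60.6%, 54.0%, 63.5% and 44.1% for atrazine, and 46.7%, 48.6%, 52.3% and 50.2% for carbendazim. With normexp background correction they were 26.8%, 29.2%, 69.6% and 69.4% for dimethoate, 13.0%, 15.4%, 49.3% and 15.9% for atrazine, and 17.8%, 30.5%, 30.2% and 33.3% for carbendazim.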

There was also a tendency for higher up-regulation with increasing concentrations (Figure 1).

The effect of dosage on the transcriptional profiles becomes clearer from the clustering analysis of samples from each pesticide treatment (Figure 2).

**Figure 2:**
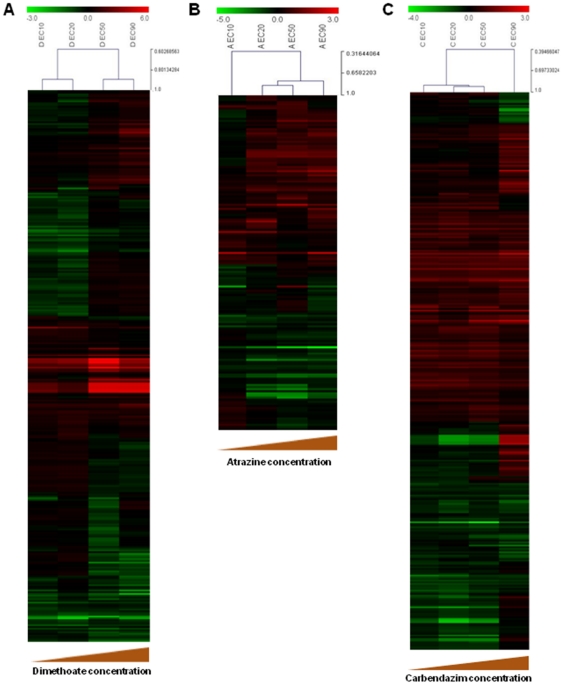
Heat map and Clustering analysis of dimethoate, atrazine and carbendazim samples. Heat map and hierarchical clustering of samples (Pearson's uncentered) based on the differentially expressed genes (two sample *t*-test, p<0.05) in *Enchytraeus albidus* when comparing: **A –** dimethoate exposure treatments against control; **B –** atrazine exposure treatments against solvent control; **C –** carbendazim exposure treatments against solvent control.

The gene expression was concentration dependent and showing a distinct chemical-related pattern. 

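Correlations between the log2 ratio profiles of 2 concentrations, as uncentered Pearson coefficients across transcripts, carry no p-value here because transcripts are not independent replicates. Over the 39 transcripts differentially expressed for dimethoate in limma, EC10 joined EC50 first at 0.96, EC20 joined these at 0.92 and EC90 last at 0.85. Over the 41 of carbendazim, EC10 and EC20 joined at 0.95, EC50 at 0.79 and EC90 at 0.60, and atrazine had no differentially expressed transcript to cluster. Over the 324 dimethoate transcripts of the t-test, EC50 and EC90 paired at 0.88, EC10 and EC20 paired at 0.88, and the pairs joined at 0.61. The 157 atrazine transcripts of that test paired EC20 with EC50 at 0.82, followed by EC90 at 0.78 and EC10 at 0.28. The 333 carbendazim transcripts paired EC20 with EC50 at 0.92, followed by EC10 at 0.90 and EC90 at 0.37. In the simulations without a treatment effect, concentrations of 1 pesticide correlated with a median of 0.461 for dimethoate, 0.39 for atrazine and 0.493 for carbendazim, because they share a control. Without the 2 arrays of the deviating scan, 63 transcripts were differentially expressed for dimethoate, and EC10 and EC20 paired at 0.94 and EC50 and EC90 at 0.93. In that setting atrazine EC50 and EC90 joined first, at 0.95 over 36 transcripts. Carbendazim EC10 and EC20 joined first, at 0.94 over 191 transcripts.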

In dimethoate exposures (Figure 2 – A), the two lower and two higher concentrations were grouped separately, whereas for atrazine and carbendazim (Figure 2 – B, C) the concentrations that cause 20% and 50% effect on reproduction were more closely related.

Expression profiles show distinct patterns for each pesticide (Figure 2), suggesting that responses occur through different molecular pathways. These different responses are depicted by the different directions in which the same genes are affected (up- or down-regulation) and by the uniquely affected transcripts in each pesticide exposure. 

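Of the 7 transcripts that limma called for both dimethoate and carbendazim, 7 changed in the same direction. Among the transcripts shared in the t-test lists, 27 of 49 had one direction in dimethoate and atrazine, 99 of 140 in dimethoate and carbendazim, and 82 of 100 in atrazine and carbendazim. At an unadjusted limma p under 0.05 these were 31 of 81, 55 of 112 and 128 of 134. Atrazine and carbendazim share the solvent control, and without a treatment effect the simulations gave 1 direction in a median of 95.9% of their shared t-test transcripts (95% of simulations between 74.8% and 100%). For dimethoate the simulated medians were 50.0% with atrazine (2.2% to 88.9%) and 45.8% with carbendazim (5.3% to 89.5%). Differences between pesticides were tested in limma as the change in one minus the change in the other at the same EC. Atrazine and carbendazim differed in 2 transcripts at EC10, 0 at EC20, 0 at EC50 and 29 at EC90, and at an unadjusted p under 0.05 in 124, 44, 34 and 131. Dimethoate and carbendazim differed in 3, 1, 18 and 2 transcripts, and dimethoate and atrazine in 0, 1, 15 and 11. For the last pair the unadjusted counts were 103, 174, 117 and 80. The paper proposes from the expression profiles that the responses occur through different molecular pathways, and names opposite directions of shared genes and uniquely affected transcripts as their expression.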

The number of common and uniquely affected transcripts is represented in the Venn diagram of Figure 3.

**Figure 3:**
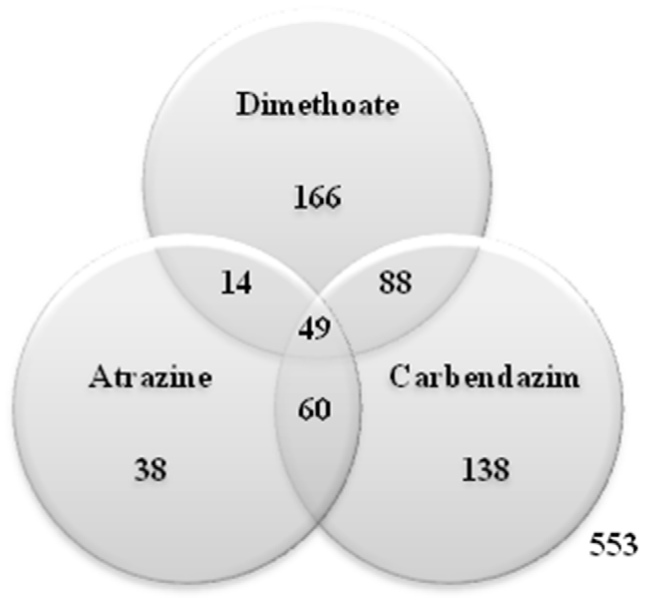
Venn diagram representing the number of differentially expressed genes shared by the three pesticides.

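In limma 7 transcripts were differentially expressed for both dimethoate and carbendazim, 0 for dimethoate and atrazine, and 0 for atrazine and carbendazim. At an unadjusted p under 0.05, and outside the transcripts common to all pesticides, the overlaps were 56, 25 and 78 in the same order. The t-test of the methods gave 102, 11 and 62. The number of transcripts shared by at least 2 pesticides, 7, ranged from 2, without carbendazim EC90 replicate 3, to 11, without dimethoate EC20 replicate 2. With the slide as a block in the model it was 0. In the simulations without a treatment effect the t-test lists overlapped by a median of 7 for dimethoate and carbendazim (2 to 25.6), 8 for dimethoate and atrazine (1.48 to 25.6) and 39 for atrazine and carbendazim (15 to 98.5), the pair with a common control.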

The number of overlapping genes (Figure 3), as an indicative of a common response, is higher between carbendazim and dimethoate. 

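The mean uncentered correlation of the atrazine profiles with the carbendazim profiles was 0.48 over the 73 transcripts differentially expressed for any pesticide in limma, and 0.54 over all transcripts. With the dimethoate profiles the mean correlation was -0.43 for atrazine and -0.43 for carbendazim, and both were weaker over all transcripts. Without 17 transcripts that varied together over the arrays they were -0.14 and -0.08, and that of atrazine with carbendazim was 0.57. Atrazine and carbendazim were compared with the same solvent control, and simulations without a treatment effect gave a median of 0.416 for this pair, with 39 of 100 simulations at or above the observed value. Compared without any control, the means over concentrations differed in 22 transcripts between atrazine and carbendazim, in 98 between dimethoate and atrazine and in 57 between dimethoate and carbendazim. These counts were 8 without atrazine EC10 replicate 2, 18 without dimethoate EC90 replicate 1 and 146 without dimethoate EC20 replicate 1. With the slide as a block the counts were 0, 0 and 0, so slides and pesticides cannot be told apart. Transcripts affected exclusively by atrazine numbered 0 in limma, 52 at an unadjusted p under 0.05 and 46 by the t-test, where the simulations had a median of 68.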

Atrazine seems to induce a more similar response to carbendazim than to dimethoate and, in fact, only 38 transcripts were exclusively affected by this herbicide. 

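No transcript was differentially expressed for all 3 pesticides in limma. At an unadjusted limma p under 0.05 there were 56, and the t-test of the methods gave 38. The t-test lists of unchanged simulated groups shared a median of 5 transcripts among the 3 pesticides (95% of simulations between 0 and 28.7). Without the arrays of the deviating scan limma gave 4.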

Overall, 49 transcripts are affected by all compounds which may represent general stress responses to stress. From the 49 genes, 11 have known homologies and code for e.g. heat shock protein 90, lombricine kinase, neutral and basic amino acid transport protein or integrin-linked kinase-associated serine threonine phosphatase 2c (ILKAP).

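Of the transcripts with a name, 0 were common to all pesticides in limma, 21 at an unadjusted p under 0.05 and 7 by the t-test. Lombricine kinase (EAC00260) changed by -0.37, -0.20, 0.20 and 0.42 log2 from dimethoate EC10 to EC90, by -0.17, 0.19, 0.41 and 0.36 for atrazine, and by 0.36, 0.46, 0.50 and 0.68 for carbendazim. Each value had a standard error of 0.30, and the largest change had an adjusted p of 0.217 in limma. Between the means of dimethoate and carbendazim lombricine kinase differed by -0.54 (adjusted p = 0.0232), but with the slide as a block that comparison called 0 transcripts. The neutral and basic amino acid transport protein (EAC00636) changed by -0.14, -0.21, 0.34 and 0.06 for dimethoate, 0.44, 0.20, -0.08 and 0.31 for atrazine, and 0.41, 0.21, -0.01 and 0.11 for carbendazim, with a standard error of 0.18, and was not differentially expressed in limma. Over the 13 transcripts that the paper names in its text, 3 of 156 comparisons with a control were differentially expressed when adjusted over all transcripts and 8 when adjusted over the list alone. The study chose this list on these samples, so the latter count is not independent evidence.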

The seven different sets of differentially expressed genes, as presented in the Venn diagram (Figure 3), correspond to 3 lists of uniquely affected transcripts by each pesticide and 4 lists of transcripts shared by two or three of these compounds. Those lists were used to perform an improved gene set enrichment analysis of GO terms [33] and evaluate the biological functions significantly affected in each case (Table S3). All differentially expressed genes, with significant blast homologies, present in each of the seven lists used for this analysis can be found in Table S4.

GO enrichment analysis determined several biological processes (GO terms) as significantly more abundant in the differentially expressed gene lists than would be expected by chance (Table S3). 

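Table S3 lists 10 enriched GO terms for the transcripts affected by all pesticides, and Table S5 assigns 5 transcripts to them. Of these 1 was differentially expressed in limma in at least 1 comparison, 5 had an unadjusted p under 0.05 and 5 were in the t-test lists. The term regulation of translational termination held 1 transcript, with log2 changes between -0.28 and 1.29 over 12 comparisons. The term response to unfolded protein held 1 transcript, heat shock protein 90, and the term regulation of S phase of the mitotic cell cycle held ILKAP, and neither was differentially expressed in limma. The enrichment itself was not repeated, because that needs the GO annotation of every transcript in the library.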

Based on this analysis, all three pesticides significantly affected (p<0.05) biological processes like translation, regulation of the cell cycle or response to stress with chaperone proteins. Intracellular signalling and microtubule-based movement were biological processes found to be significantly affected after exposure to dimethoate and carbendazim. 

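For the transcripts affected by dimethoate and carbendazim, 5 terms held 8 transcripts, of which 2 were differentially expressed in limma, 7 had an unadjusted p under 0.05 and 8 were in the t-test lists. Both differentially expressed transcripts belonged to intracellular signaling pathway, whose 3 transcripts had log2 changes between -1.32 and 0.41. Microtubule-based movement held 3 transcripts with changes between -0.55 and 0.92, of which 0 were differentially expressed in limma and 3 had an unadjusted p under 0.05.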

Atrazine affected other biological processes like lipid, steroid and RNA metabolisms (also affected by dimethoate) and carbohydrate metabolism (also affected by carbendazim). 

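For the transcripts affected by dimethoate and atrazine, 11 terms held 6 transcripts, of which limma called 0, while 5 had an unadjusted p under 0.05 and 6 were in the t-test lists. Lipid metabolic process and steroid metabolic process held 2 transcripts each, with log2 changes between -0.84 and 0.84 over 8 comparisons. RNA metabolic process held 3 transcripts, each with an unadjusted p under 0.05 in at least 1 comparison and changes between -0.84 and 0.50. Carbohydrate metabolic process, in the list of atrazine and carbendazim, held 2 transcripts with changes between -0.25 and 0.82, of which limma called 0, 1 had an unadjusted p under 0.05 and 2 were in the t-test lists.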

Response to DNA damage/DNA repair was a process only found to be significantly affected after carbendazim exposures. 

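DNA repair, in the list of carbendazim alone, held 2 transcripts with log2 changes between 0.64 and 0.78 over the 4 concentrations. Limma called 0 of them over all transcripts, both had an unadjusted p under 0.05, 1 was in the t-test lists, and 2 were differentially expressed without the arrays of the deviating scan. In all, 19 terms held 22 transcripts of that list, of which limma called 0, 6 had an unadjusted p under 0.05 and 19 were in the t-test lists. The lists of dimethoate alone, of atrazine alone and of atrazine with carbendazim held 17, 3 and 2 transcripts, of which limma called 0, with 8, 1 and 1 at an unadjusted p under 0.05 and 15, 1 and 2 in the t-test lists.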

All significant differential transcripts within each GO term are given in Table S5.

Although several genes, and consequently biological processes, were affected by two or even by the three pesticides tested, some of these transcript expressions were negatively correlated, which can be seen in the heat map with the whole gene expression profiles (Figure 4 – A). 

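Average linkage clustering of the 12 profiles over the 73 differentially expressed transcripts joined atrazine EC20 with carbendazim EC20 first, at a mean uncentered correlation of 0.95. Dimethoate EC50 and EC90 joined at 0.93, dimethoate EC10 and EC20 at 0.92, and these pairs at 0.80. Without 17 transcripts that varied together over the arrays, the 2 dimethoate pairs correlated at a mean of 0.27. Carbendazim EC90 joined the dimethoate profiles at 0.37 and atrazine EC10 at 0.23, so the last join, at -0.45, did not separate the pesticides completely. Over the 563 transcripts of the t-test lists all dimethoate profiles stood apart from all others, at -0.23. Without the 2 deviating arrays, over 241 transcripts, they stood apart at -0.37. Dimethoate was compared with another control than the other pesticides. With the mean of both controls as the reference for every pesticide, the mean correlation of dimethoate with atrazine and carbendazim was 0.26, where simulated unchanged groups with that reference gave a median of 0.294 (95% of simulations between 0.043 and 0.65). With separate controls, simulated unchanged groups gave correlations with a median of 0.007 for dimethoate and atrazine (95% of simulations between -0.662 and 0.567) and 0.031 for dimethoate and carbendazim (-0.737 to 0.509).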

From this clustering analysis it is possible to observe that effects of atrazine and carbendazim were more closely related than effects of dimethoate. The behaviour of gene expression change across the range of concentrations of each pesticide is represented in Figure 4 for some of the significant differentially expressed transcripts involved in the biological processes mentioned above (Figure 4 – B).

**Figure 4:**
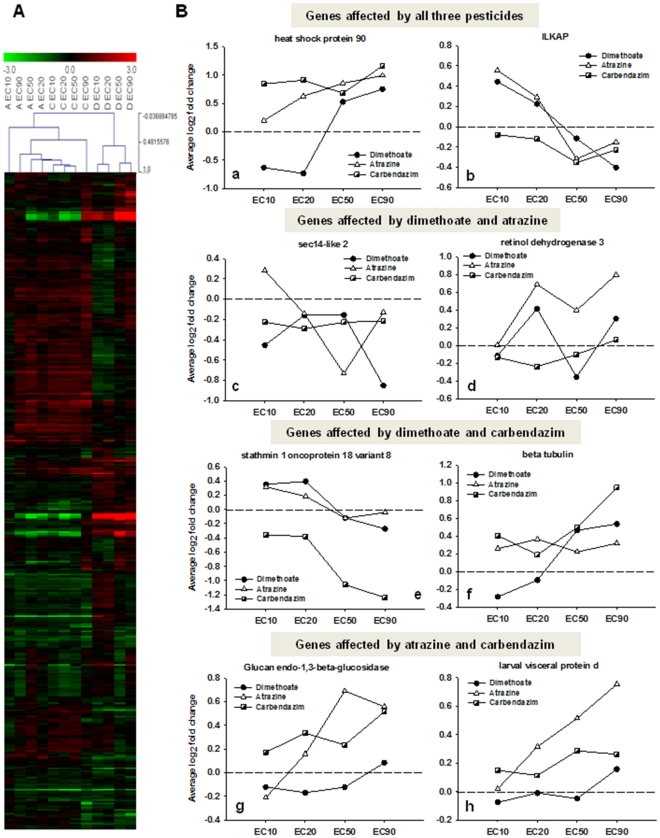
Clustering analysis of all samples and expression of transcripts affected by more than one pesticide. **A -** Heat map and hierarchical clustering of samples (Pearson's uncentered) based on the differentially expressed genes (two sample *t*-test, p<0.05) in *Enchytraeus albidus* exposed to four concentrations of dimethoate, atrazine and carbendazim (reproduction EC_10_, EC_20_, EC_50_ and EC_90_). **B –** Expression behavior of some transcripts significantly affected by two or by the three pesticides (dimethoate, atrazine and carbendazim), across a range of concentrations: **a** – heat shock protein 90; **b** – integrin-linked kinase-associated serine threonine phosphatase 2c (ILKAP); **c** – sec 14-like 2; **d** – retinol dehydrogenase 3; **e** – stathmin 1 oncoprotein 18; **f** – beta tubulin; **g** – glucan endo-1,3-beta-glucosidase; **h** – larval visceral protein d.

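The transcript of sec14-like 2 (EAC00716) had no differentially expressed difference between pesticides in limma. Its largest difference was that of dimethoate minus atrazine at EC10 (-0.67 log2, standard error 0.37, adjusted p = 0.476). For larval visceral protein d (EAC01019) the mean signal over concentrations, compared without the controls, was lower in dimethoate than in atrazine, by -0.43 (standard error 0.11, adjusted p = 0.0281). With the slide as a block that comparison of dimethoate with atrazine called 0 transcripts. The trend of larval visceral protein d over atrazine concentrations was 0.23 log2 per step (standard error 0.05, adjusted p = 0.0145), against 0.04 (adjusted p = 0.881) for dimethoate and 0.06 (adjusted p = 0.655) for carbendazim. The call of the atrazine trend was lost after quantile normalization, with normexp, with the slide as a block and without solvent control replicate 2. At single concentrations larval visceral protein d did not differ between pesticides. At EC90 the difference between atrazine and carbendazim was 0.64 (adjusted p = 0.143). Over the 13 transcripts named in the text, 3 of 156 differences between pesticides at 1 concentration were differentially expressed over all transcripts and 9 when adjusted over the list alone, a list the study chose on these samples.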

As it can be seen for some of the differentially expressed genes in Figure 4B, these are affected by more than one pesticide, but the expression pattern differs with increasing exposure concentrations (e.g. sec 14-like 2, larval visceral protein d). Moreover, in other cases genes have the same dose-effect relations but the intensities of expression are different (e.g. retinol dehydrogenase 3) or even opposite (e.g. stathmin 1 oncoprotein 18, at EC_10_ and EC_20_).

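Retinol dehydrogenase 3 (EAC00387) was not well above background in any of the 6 control arrays, so no fold change can be given for it. The mean signal difference over concentrations was 0.60 log2 between atrazine and carbendazim (standard error 0.20, adjusted p = 0.127 from limma) and -0.36 between dimethoate and atrazine (adjusted p = 0.218). For stathmin 1 oncoprotein 18 (EAC00992) the difference of dimethoate and carbendazim was 0.79 at EC10 (adjusted p = 0.266), 0.82 at EC20 (adjusted p = 0.201), 0.99 at EC50 (adjusted p = 0.212) and 1.04 at EC90 (adjusted p = 0.295). Averaged over the 4 concentrations stathmin was 0.96 higher in dimethoate than in carbendazim (standard error 0.12, adjusted p = 1.2e-06) and 0.82 higher in atrazine than in carbendazim (adjusted p = 7.44e-05). With the slide as a block 0 transcripts were called in either comparison of means, so slides and pesticides cannot be told apart for stathmin.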

To validate the microarray results, seven genes involved in the significantly affected biological functions were selected for qPCR quantification. For each pesticide exposure, the expression of 4 different genes was confirmed by qPCR, in all four concentrations, using myosin alkali light chain 1 (EAC00302) as housekeeping (Table S1).

By comparing gene expression results of both platforms, microarray and qPCR (Figure 5), it is possible to observe that responses were very similar, following the same dose-response patterns. Responses had minute variations in fold change magnitudes and their direction (up- or down-regulation) was coherent, which confirms results. 

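The qPCR values of Table S1 are the paper's, for 7 transcripts and 48 pairs of transcript and condition, and were compared with the log2 changes from limma. Pearson's r over the 48 pairs was 0.825 (permutation test, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2.67e-05) and Spearman's rho was 0.767. Without the pairs farthest from the median of the microarray values r was 0.751. Within pesticides r in the permutation test was 0.948 for dimethoate, 0.856 for carbendazim (p = 4e-05) and 0.479 for atrazine (p = 0.059), over 16 pairs each, and 8 relations were computed in this family. Without the farthest pairs these were 0.9, 0.612 and 0.2. Spearman's rho for atrazine was 0.562 (permutation test, p = 0.0254, adjusted p = 0.029). Both platforms gave the same sign in 43 of 48 pairs, with a median absolute difference of 0.27 log2. The pairs share transcripts, controls and RNA samples and are not independent, and 3 of the 48 microarray changes were differentially expressed in limma. With the paper's own microarray values r was 0.845.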

A significant correlation of 0.845 (Pearson's correlation, p = 4.503E-014, n = 48) was obtained between the two platforms (Figure S1).

**Figure 5:**
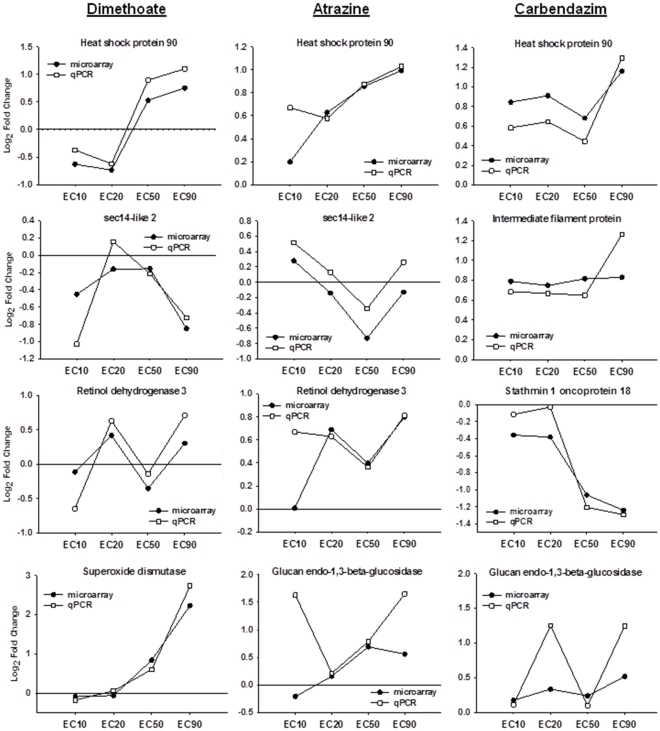
Comparison between microarray and qPCR gene expression analysis. Representation of average log_2_ fold change expression values obtained for the genes coding for heat shock protein 90, sec-14 like 2, intermediate filament protein, retinol dehydrogenase 3, stathmin 1 oncoprotein 18, superoxide dismutase and glucan endo-1,3-beta-glucosidase with microarrays (black circles) and qPCR (white squares) after exposure of *Enchytraeus albidus* to concentrations of dimethoate, atrazine or carbendazim causing 10%, 20%, 50% and 90% reduction in reproduction (EC10, EC20, EC50 and EC90, respectively).

## Discussion

Overall, and considering all the concentrations, the herbicide atrazine was the compound that induced less gene expression changes. This is not particularly surprising given that this is a compound designed to affect mainly plant organisms. Additionally, studies in fish and human cell lines with atrazine did not reveal significant changes in gene expression [34], [35].

In general there was an increase in the number of affected transcripts with increasing concentrations. This tendency was also observed in a study with *E. albidus* exposed to Cd and Zn [30]. On the contrary, this was not the pattern when Cu was tested in this species [36] or phenanthrene in the collembolan *Folsomia candida* [37]. Although the same effect concentrations on reproduction were tested for all pesticides, the gene expression correlation between concentrations was different depending on the pesticide (Figure 2). These results indicate different mechanisms underlying reductions on the reproduction rates. Gene results in terms of number seem to follow the steepness of the reproduction dose-responses curves as observed for the different chemicals [19] but it is difficult to fully overview under the present test design.

As shown in the Venn diagram (Figure 3), certain gene responses were shared by all three pesticide exposures or by two of them. Due to the fact that *E. albidus* does not have a sequenced genome, many of the significant transcripts have no similarity to known proteins. Hopefully, with future sequencing efforts and with the growing genomic data on invertebrate species, more transcripts will be annotated.

Dimethoate affected transcripts related with sarcomere organization, maintenance of cell polarity and response to calcium ion. These transcripts code for several actin, calponin, toponin and sarcoplasmic calcium binding proteins which were significantly affected mainly at the EC_10_ and EC_20_ dimethoate concentrations. 

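The list of actins, calponins, troponins and sarcoplasmic calcium binding proteins unique to dimethoate held 18 transcripts. Limma called 0 of them at each concentration, with 2, 4, 4 and 3 at an unadjusted p under 0.05 and 3, 2, 10 and 8 in the t-test from EC10 to EC90. When adjusted over the list alone, which the study chose on these samples and which is not independent evidence, 0, 4, 0 and 1 were differentially expressed. Their median log2 change was -0.31 at EC10, -0.32 at EC20, 0.21 at EC50 and 0.05 at EC90, where the mean was -0.04. With the 75th percentile scaling the medians at EC50 and EC90 were -0.04 and -0.02, and without the arrays of the deviating scan those at EC10 and EC20 were 0.10 and 0.10. Calponin transgelin (EAC00494) rose by 1.21 at EC50 (adjusted p = 0.187) and 1.36 at EC90 (standard error 0.40, adjusted p = 0.0567). Beta actin (EAC00523) fell by 2.45 at EC20 (standard error 0.78, adjusted p = 0.357) and fell by 1.95 at EC90 (adjusted p = 0.294). Between the higher and the lower concentrations 1 of the 18 differed in limma.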

The clear separation in expression between the lowest and highest concentrations were also observed for several transcripts related with the electron transport system, from complex I (NADH dehydrogenase), complex III (cytochrome b) and complex IV (cytochrome c oxidase) and ATP synthase from which ultimately the energy is produced. All of these transcripts were up-regulated at lower doses and then down-regulated at higher doses, suggesting an inhibition of the electron transport chain and consequent ATP production with increasing concentrations. 

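The list of complex I, III and IV and ATP synthase transcripts held 20 members. From EC10 to EC90 of dimethoate their median log2 changes were 0.36, 0.48, -0.18 and -0.18, with 16, 17, 2 and 3 of the 20 up-regulated. Limma called 0 at each concentration, 1, 4, 0 and 1 had an unadjusted p under 0.05, the t-test gave 0, 0, 3 and 7, and 0 were differentially expressed when adjusted over the list alone. The medians kept these signs under the 75th percentile, quantile and normexp alternatives. Between EC50 and EC90 and the lower concentrations, 8 of the 20 differed in limma, with a median of -0.56. Without the arrays of the deviating scan that median was -0.14 with 3 called, and the medians at EC10 and EC20 were -0.06 and 0.06. The paper proposes from this reversal an inhibition of the electron transport chain and of ATP production at increasing concentrations.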

Dysfunction of the mitochondrial respiratory chain has been associated with increased peroxide and hydrogen peroxide production in cells [38] and consequent alterations in the activity of antioxidant enzymes [39]. Interestingly, dimethoate induced the transcript coding for the antioxidant enzyme superoxide dismutase (SOD) in a concentration related manner (which was qPCR confirmed, Figure 5). These transcripts with opposite expression between the lower and higher concentrations of dimethoate play an important role in the way dimethoate clustered as opposed to the way atrazine and carbendazim samples clustered (Figure 4 – A). 

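Superoxide dismutase (EAC00791) changed by -0.04 log2 at dimethoate EC10 (adjusted p = 0.97), -0.03 at EC20 (adjusted p = 0.95), 0.87 at EC50 (adjusted p = 0.205) and 2.26 at EC90 (standard error 0.30, adjusted p = 1.06e-05 from limma). At EC90 its normalized log2 signal was 11.50 ± 0.50 (SD, n = 3), against 9.24 ± 0.18 (SD, n = 3) in the control, and all 3 treated arrays were above all 3 control arrays. The trend over concentrations was 0.54 log2 per step (standard error 0.07, adjusted p = 1.12e-06). With each of the 6 compared arrays left out in turn the change at EC90 stayed between 2.07 and 2.54. It was called in 14 of 15 settings, with changes between 2.16 and 2.32. The change at EC90 was larger than that of atrazine by 2.40 (standard error 0.42, adjusted p = 0.00113) and than that of carbendazim by 1.87 (standard error 0.42, adjusted p = 0.0479).

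**Figure D1:**
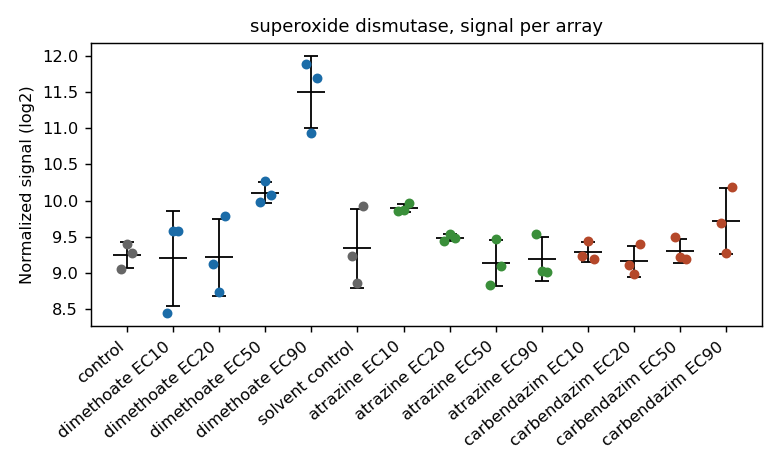
Normalized signal of superoxide dismutase on the log2 scale in each of the 14 groups, with 1 point per array and bars for the mean and SD of 3 arrays. The dimethoate groups had means of 9.20, 9.21, 10.11 and 11.50 from EC10 to EC90, and the other groups lay between 9.14 and 9.90.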

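The mean uncentered correlation of the dimethoate EC10 and EC20 profiles with those of atrazine and carbendazim was -0.49 over the differentially expressed transcripts, and that of EC50 and EC90 was -0.38. The lower and the higher dimethoate concentrations correlated with each other at 0.80. Referred to the mean of both controls, the correlation with atrazine and carbendazim was -0.13 for EC10 and EC20 and 0.65 for EC50 and EC90. In simulated unchanged groups with that reference the medians were 0.275 (95% of simulations between -0.076 and 0.597) and 0.31 (-0.01 to 0.728). A group of 17 transcripts varied together over the arrays of a group, with a median range of 8.74 log2 against 2.16 for all transcripts. Without them 62 transcripts remained, and the correlations with atrazine and carbendazim were -0.22 for the lower and 0.00 for the higher concentrations. The lower and the higher dimethoate concentrations then correlated with each other at 0.27, so the value of 0.80 depended on this group. Without control replicate 3 the correlation was -0.30 for the lower and -0.17 for the higher concentrations.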

Overall, responses to the EC_10_ and EC_20_ of dimethoate [discussed above] are opposite from those of atrazine and carbendazim, being less distinct at EC_50_ and EC_90_.

Information on mechanisms of dimethoate toxicity in other organisms is very limited and what is known is that this compound has the ability to 1) inhibit acetylcholinesterase activity in several organisms [3], [5], [40] and to 2) have an influence on the metabolic pathways controlled by steroid hormones in rats [6], [41]. Inhibition of acetylcholinesterase activity could not be assessed from the present transcriptomic analysis since this particular transcript is not present in the library for this species. Additional work by the authors [42] confirmed this effect, as cholinesterases activity was inhibited after 8 days of exposure. As for the second known mechanism, there are evidences in the present study pointing to an inhibition of steroidogenesis. 

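Sec14-like 2 changed by -0.42, -0.13, -0.15 and -0.84 log2 from dimethoate EC10 to EC90, with a standard error of 0.26. At EC90 its signal was 8.46 ± 0.29 (SD, n = 3) against 9.30 ± 0.15 (SD, n = 3) in the control, below in 3 of 3 arrays, with an adjusted p of 0.0793 from limma. It was called in limma with the 75th percentile (-0.92, adjusted p = 0.0267) and after quantile normalization (-0.93, adjusted p = 0.0223), and its p adjusted over the named transcripts alone, which the paper chose from the same samples, was 0.0184. For atrazine the changes were 0.25, -0.18, -0.80 and -0.18, and the one at EC50 had an adjusted p of 0.456 with all 3 arrays below the solvent control. For carbendazim they were -0.25, -0.27, -0.24 and -0.24.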

The under-expression of sec14-like 2 transcript (Figure 4B – c), involved in the positive regulation of cholesterol biosynthesis, suggests that less cholesterol will be synthesized and consequently, less steroids will be generated. 

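Under dimethoate the signal of retinol dehydrogenase 3 differed from the control by -0.13, 0.30, -0.34 and 0.30 log2 from EC10 to EC90, with a standard error of 0.39. Under atrazine the differences were 0.02, 0.63, 0.30 and 0.84, the last with an adjusted p of 0.547 in limma and all 3 treated arrays above the solvent control. At atrazine EC90, 2 of the 3 treated arrays were themselves not well above background.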

Inhibition of steroidogenesis, along with the over expression of retinol dehydrogenase involved in the metabolism of vitamin A (Figure 4B – d), were common mechanisms between dimethoate and atrazine toxicity. Expression of the mentioned transcripts involved in these mechanisms was further confirmed by qPCR (Figure 5). The role of steroids on this particular species is not known and the association of steroids with their endocrine physiology has not yet been shown. However, in recent years more emphasis has been given to the study of invertebrate endocrine system showing that many steroid metabolic pathways are common to the ones of vertebrates and that some of the sex steroids have conserved functions in invertebrates reproduction as well [43], [44]. Further studies are required but our results might indicate a possible mechanism of endocrine disruption in *E. albidus*, where steroid and retinol metabolisms were disturbed, producing imbalanced levels of reproduction hormones.

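The histone transcript (EAC00627) had a log2 signal of 14.66 ± 0.07 (SD, n = 3) at atrazine EC10 and 14.32 ± 0.20 (SD, n = 3) in the solvent control. The change of 0.34 (standard error 0.19) had an adjusted p of 0.885 in limma, with all 3 treated arrays above the solvent control arrays. At EC20, EC50 and EC90 of atrazine the changes were -0.01, -0.29 and -0.23. The difference between the higher and the lower atrazine concentrations was -0.43 (standard error 0.13, adjusted p = 0.118). At EC10 the change of the histone transcript in dimethoate was -0.07, and the difference from atrazine was -0.41 (adjusted p = 0.534).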

From the uniquely affected transcripts after atrazine exposure, a gene coding for a histone was significantly up-regulated at the EC_10_. This protein is involved in biological processes related with cell adhesion or the regulation of cell shape and maintenance of DNA integrity. The functions of histones have also been linked to positive regulation of growth rate and larval development, and its enhancement was reported in a study where *Caenorhabditis elegans* was exposed to atrazine [45]. Some studies with atrazine have also reported disruption on the mitochondrial electron flow. Owen et al. [28] observed significant up-regulation of several transcripts coding for the oxidative phosphorylation pathway in *Lumbricus rubellus*. The proteomic approach used by Thornton et al. [46] in *Drosophila* m*elanogaster* exposed organisms also showed significant changes on the mitochondrial protein expressions. 

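For the 20 transcripts of the electron transport system and ATP synthase the median log2 change under atrazine was -0.30 at EC10, -0.23 at EC20, -0.03 at EC50 and -0.33 at EC90. The number up-regulated was 0, 7, 10 and 8, and the mean at EC50 was 0.05. Limma called 0 of the 20 at each atrazine concentration, with 0, 0, 5 and 5 at an unadjusted p under 0.05, 3, 0, 3 and 3 in the t-test, and 0, 0, 1 and 0 when adjusted over the list alone, which is not independent evidence. The median at EC50 was 0.26 with the 75th percentile, 0.15 with quantile normalization and 0.03 with normexp, whereas the other medians were negative under each of these. Between the higher and the lower atrazine concentrations the median was 0.10, and 0 of the 20 differed in limma (5 at an unadjusted p under 0.05). Under carbendazim the medians were -0.17, -0.17, -0.16 and -0.28, with 0.02 at EC20 and 0.01 at EC50 under the 75th percentile.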

In our microarray results, transcripts coding for proteins of the electron transport system were mainly up-regulated after the EC_20_, confirming the assumption that atrazine affects the normal mitochondrial functioning. Along with carbendazim, atrazine also seems to affect the carbohydrate metabolism by enhancing gluconeogenesis. Both glucan endo-1,3-beta-glucosidase (Figure 4B – g) and larval visceral protein d (probable maltase, Figure 4B – h) transcripts were up-regulated after carbendazim and atrazine exposures, with validated expression levels by qPCR for the first mentioned transcript (Figure 5). This tendency for increased glucose storage has also been described in a study by Zaya et al. [47] where gene expression coding for glycolysis in *Xenopus laevis* suggested inhibition of this energetic process.

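Glucan endo-1,3-beta-glucosidase (EAC00265) was not well above background in the control or pesticide arrays, so no fold change can be given. Its signal differed from the solvent control by -0.25, 0.02, 0.59 and 0.54 log2 from atrazine EC10 to EC90 and by 0.12, 0.34, 0.22 and 0.33 for carbendazim, with a standard error of 0.30. The smallest adjusted p of these in limma was 0.493, at atrazine EC50. Larval visceral protein d changed by -0.08, 0.38, 0.59 and 0.82 for atrazine and by 0.13, 0.21, 0.37 and 0.18 for carbendazim, with a standard error of 0.22. At atrazine EC90 its adjusted p was 0.201, with 3 of 3 arrays above all solvent control arrays.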

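The list of intermediate filament proteins held 4 transcripts, of which limma called 0 in any comparison with a control. Their median log2 changes were 0.71, 0.70, 0.72 and 0.72 from carbendazim EC10 to EC90, 0.13, 0.45, 0.62 and 0.52 for atrazine, and -0.69, -0.66, -0.04 and -0.07 for dimethoate, with a mean of 0.04 in the last group. With normexp the medians of carbendazim were 0.26, 0.23, 0.25 and 0.30, and that of atrazine EC10 was -0.04. At an unadjusted p under 0.05 there were 3 at each carbendazim concentration, 0, 0, 2 and 1 for atrazine, and 3, 2, 0 and 0 for dimethoate, all downward. The t-test gave 2, 3, 2 and 2 for carbendazim, 0 at each atrazine concentration, and 0, 0, 0 and 1 for dimethoate, the last upward. When adjusted over the list alone, which is not independent evidence, 3 were differentially expressed at carbendazim EC50.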

Carbendazim was the only pesticide to induce transcripts encoding for intermediate filament proteins which are involved in DNA ligation during DNA repair. Those transcripts are significantly up-regulated at all carbendazim concentrations (confirmed by qPCR – Figure 5) suggesting DNA damage and the indication of potential genotoxic effect of this pesticide, even at low concentrations. 

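The intermediate filament protein measured by qPCR (EAC00181) changed by 0.74, 0.72, 0.78 and 0.74 log2 from carbendazim EC10 to EC90, with a standard error of 0.33. The adjusted p values in limma were 0.422, 0.421, 0.454 and 0.245, and all treated arrays were above all solvent control arrays at each concentration. Without the 2 deviating arrays it was differentially expressed at the 4 concentrations, an alternative chosen after seeing the data. For atrazine its changes were 0.14, 0.47, 0.71 and 0.50, and the largest difference between atrazine and carbendazim was -0.59, at EC10 (adjusted p = 0.515). The paper proposes DNA damage and a potential genotoxic effect of carbendazim from the up-regulation of these transcripts.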

Effects of carbendazim on reproduction have been attributed to its well known function to interfere with the assembly of microtubules [12], rather than a mechanism involving endocrine disruption [48], [49]. Our results seem to be in good agreement with that hypothesis. Stathmin 1 oncoprotein 18 and several tubulin transcripts, that are differentially expressed by this compound, code for proteins directly involved in the regulation of cellular proliferation by assembling/disassembling microtubules. 

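Stathmin 1 oncoprotein 18 changed by -0.41 log2 at carbendazim EC10 (adjusted p = 0.57), -0.42 at EC20 (adjusted p = 0.529), -1.10 at EC50 (adjusted p = 0.0247) and -1.30 at EC90 (adjusted p = 0.000989 from limma), each with a standard error of 0.24. The signal was 6.41 ± 0.20 (SD of 3 arrays) at EC50 and 6.21 ± 0.22 (SD of 3 arrays) at EC90, against 7.51 ± 0.47 (SD of 3 arrays) in the solvent control, below in all 3 treated arrays at both. With each of the 6 compared arrays left out in turn the adjusted p at EC50 lay between 0.0298 and 0.221, and at EC90 between 0.00169 and 0.0184. Over 15 settings stathmin was called in 9 at EC50 and in 12 at EC90. With the slide as a block it was called at neither, with -0.85 at EC50 (adjusted p = 0.958) and -0.98 at EC90 (adjusted p = 0.292). Of the 3 tubulin transcripts limma called 0 under carbendazim, with 1, 1, 0 and 2 at an unadjusted p under 0.05, 1, 2, 1 and 1 in the t-test, and 2 at EC90 when adjusted over the list alone, which is not independent evidence. The median change of the tubulins was 0.56, 0.61, 0.48 and 0.92. It was positive under each scaling alternative as well.

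**Figure D2:**
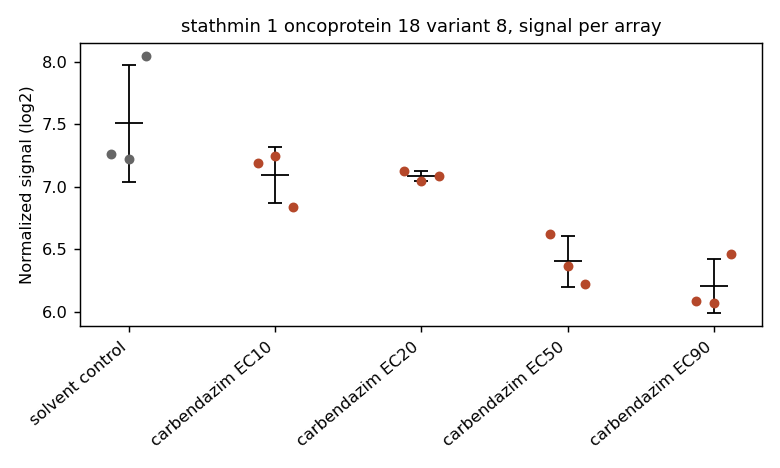
Normalized signal of stathmin 1 oncoprotein 18 on the log2 scale in the solvent control and the 4 carbendazim groups, with 1 point per array and bars for the mean and SD of 3 arrays. The means were 7.51 in the solvent control and 7.09, 7.09, 6.41 and 6.21 from EC10 to EC90.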

Stathmin 1 (oncoprotein 18) gene encodes for a cytoplasmic tubulin-binding phosphoprotein that acts to sequester tubulin and favour microtubule disassembly [50]. Disturbances in the normal expression of stathmin correlate with a decreased inactivation of tubulin, a constant microtubule and mitotic spindle assembly and a consequent incapacity to regulate cell cycle progression [51]. For this reason, disturbances in stathmin 1 expression have been associated with several types of cancer [50]–[52].

In the present study, the microtubule assembly/disassembly process seems to be affected not only by carbendazim but also by dimethoate. However, the gene response pattern is different for each pesticide (Figure 4B – e, f). Responses of stathmin 1 and tubulin in relation to the dose followed the same pattern in both pesticide exposures. Nevertheless, while tubulin was significantly up-regulated in both pesticides (except in the lower concentrations of dimethoate), stathmin 1 response was clearly different between the compounds. 

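Beta tubulin (EAC00377) changed by -0.26, -0.07, 0.48 and 0.55 log2 from dimethoate EC10 to EC90 and by 0.39, 0.18, 0.48 and 0.92 for carbendazim, with a standard error of 0.31. The adjusted p was 0.894 at dimethoate EC50, 0.666 at dimethoate EC90 and 0.0859 at carbendazim EC90. Between the higher and the lower dimethoate concentrations beta tubulin rose by 0.68 (adjusted p = 0.0302), and by 0.28 (adjusted p = 0.406) without the arrays of the deviating scan. The medians of the 3 tubulins under dimethoate were -0.42, -0.28, -0.18 and 0.18, the mean at EC50 was 0.02, and the median at EC20 was 0.08 without those arrays. Of these tubulins 0 were called in limma at any dimethoate concentration, with 1, 0, 0 and 0 at an unadjusted p under 0.05 and 0, 0, 2 and 1 in the t-test.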

In dimethoate EC_10_ and EC_20_ the stathmin 1 expression was significantly up-regulated and only after the EC_50_ its inhibition started to occur, while in carbendazim its expression was severely inhibited in a dose-response related manner, a pattern further confirmed by qPCR analysis (Figure 5).

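Under dimethoate stathmin changed by 0.38 at EC10 (adjusted p = 0.583), 0.41 at EC20 (adjusted p = 0.435), -0.11 at EC50 (adjusted p = 0.998) and -0.26 at EC90 (adjusted p = 0.926). The higher dimethoate concentrations were below the lower ones by -0.58 (standard error 0.17, adjusted p = 0.0179), and by -0.41 (adjusted p = 0.14) without the arrays of the deviating scan. For carbendazim the trend was -0.33 log2 per step (standard error 0.05, adjusted p = 0.000224), and the higher minus the lower concentrations gave -0.79 (adjusted p = 0.0132). At EC90 stathmin was higher in atrazine than in carbendazim by 1.18 (standard error 0.24, adjusted p = 0.004). With the slide as a block that difference was 0.53 (adjusted p = 0.978 in limma).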

Other biological processes were affected by all three pesticides like the response to unfolded proteins with the up-regulation of several heat-shock proteins and chaperonins or the impairment of the normal regulation of cell cycle with the dose-dependent down-regulation of ILKAP gene (Figure 4B – a, b). 

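Heat shock protein 90 (EAC00488) changed by -0.54, -0.73, 0.57 and 0.79 log2 from dimethoate EC10 to EC90, by 0.30, 0.78, 1.00 and 1.14 for atrazine, and by 1.01, 1.07, 0.81 and 1.22 for carbendazim, with a standard error of 0.37. At EC90 the adjusted p in limma was 0.47, 0.323 and 0.0548, and 1 of the solvent control arrays was not well above background. The higher dimethoate concentrations exceeded the lower ones by 1.31 (standard error 0.26, adjusted p = 0.00115). Without the arrays of the deviating scan the changes from EC10 to EC90 were -0.13, -0.10, 0.57 and 0.79, so the decrease at the lower concentrations was smaller. Of the 8 heat shock proteins and chaperonins, limma called 1, heat shock protein gp96 (EAC00097) at dimethoate EC90, with a change of 1.54 (standard error 0.44, adjusted p = 0.0496). Its control arrays were not well above background. At EC90 the median of the 8 was 0.31 for dimethoate, -0.16 for atrazine and -0.01 for carbendazim, and the medians of atrazine and carbendazim were 0.01 and 0.06 with the 75th percentile. The mean for carbendazim was 0.18, and an unadjusted p under 0.05 was reached by 3, 1 and 1 of the 8 at EC90. ILKAP (EAC00664) changed by 0.46, 0.25, -0.11 and -0.40 for dimethoate, 0.48, 0.25, -0.42 and -0.23 for atrazine, and -0.13, -0.14, -0.37 and -0.30 for carbendazim, with a standard error of 0.24. Its trend was -0.14 per step for dimethoate (adjusted p = 0.171), -0.14 for atrazine (adjusted p = 0.181) and -0.08 for carbendazim (adjusted p = 0.525). Between higher and lower concentrations ILKAP differed by -0.61 for dimethoate (adjusted p = 0.0116), by -0.69 for atrazine (adjusted p = 0.0511) and by -0.20 for carbendazim (adjusted p = 0.996). Without the 2 deviating arrays the value for dimethoate was -0.28 (adjusted p = 0.15).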

Expression of one heat-shock protein 90 was also determined by qPCR in all pesticide conditions and confirmed the responses given by the microarray (Figure 5). Several transcripts related to protein catabolism were significantly over expressed in each pesticide exposure and, although they were not the same transcripts they all shared the same putative function.

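The 5 transcripts of protein catabolism had median log2 changes at EC90 of 0.44 for dimethoate, 0.30 for atrazine and 0.66 for carbendazim, positive under each scaling alternative. Limma called 0 of them at any concentration of the pesticides. At EC90 an unadjusted p under 0.05 was reached by 0 for dimethoate, 0 for atrazine and 2 for carbendazim, and the t-test gave 0, 2 and 3. When adjusted over the list alone, which is not independent evidence, 2 were differentially expressed at carbendazim EC90. Cathepsin b (EAC00222) had the change closest to the threshold, 0.80 at carbendazim EC90 (standard error 0.24, adjusted p = 0.0519).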

Overall, the results show the importance of testing a range of concentrations to further understand and interpret the mechanisms of action. The fact that genes responded in a dose-related manner also suggests their usefulness in effect/risk assessment. Significant changes in gene expression can be observed after 2 days exposure, which can aid the interpretation of effects on reproduction, constituting a potential early indicator of phenotype effects.

This study provided novel information, contributing to unravelling the mechanisms of pesticide toxicity in invertebrates. Interestingly, some of the known mechanisms of action of these compounds in this soil invertebrate were comparable to the ones in mammals, suggesting across species conserved modes of action. This suggests that in the future *E. albidus* can be used as a model species within the 3R - refinement, reduction and replacement of animal testing, i.e. potentially useful to read across species.

Although studies have reported common mechanisms of action of tested compounds between invertebrates and those of mammals, the physiological consequences can be very different. This is an important topic to pursue because if further confirmed that mechanisms of action are common, it would mean that efforts could be shifted from unraveling the mechanisms of action to the step after, i.e., to translating the molecular mechanisms of action into physiological effects, hence predicting the toxicological effects for different organisms.

## Supporting Information

Figure S1 Correlation between gene expressions measured in *Enchytraeus albidus* using microarray analysis and qPCR. Each point represents the expression of a gene in one of the exposure conditions to dimethoate, atrazine or carbendazim.
(TIF) Click here for additional data file.

Table S1 **Gene expression validation with quantitative Real Time PCR in** ***Enchytraeus albidus*** **when exposed to dimethoate, atrazine or carbendazim using reproduction EC10, EC20, EC50 and EC90.**
(XLSX) Click here for additional data file.

Table S2 **Significant differentially expressed transcripts (two sample t-test, p<0.05) in** ***Enchytraeus albidus*** **when exposed to four concentrations of dimethoate, atrazine and carbendazim (reproduction EC10, EC20, EC50 and EC90).**
(XLSX) Click here for additional data file.

Table S3 **Significant enriched GO terms (p<0.05) in** ***Enchytraeus albidus*** **in the following lists of differentially expressed genes:** 1) uniquely affected by dimethoate; 2) uniquely affected by atrazine; 3) uniquely affected by carbendazim; 4) affected by dimethoate and atrazine; 5) affected by dimethoate and carbendazim; 6) affected by atrazine and carbendazim; 7) affected by the three pesticides. Only the biological process results are given.
(DOCX) Click here for additional data file.

Table S4 **Significant differentially expressed transcripts in** ***Enchytraeus albidus*** **with significant blast homologies, present in the following lists of differentially expressed genes:** 1) uniquely affected by dimethoate; 2) uniquely affected by atrazine; 3) uniquely affected by carbendazim; 4) affected by dimethoate and atrazine; 5) affected by dimethoate and carbendazim; 6) affected by atrazine and carbendazim; 7) affected by the three pesticides.
(XLSX) Click here for additional data file.

Table S5 **All significant differential expressed genes of the significant (** ***p*** **<0.05) gene ontology (GO) terms in** ***Enchytraeus albidus*** **, in each of the following lists:** 1) uniquely affected by dimethoate; 2) uniquely affected by atrazine; 3) uniquely affected by carbendazim; 4) affected by dimethoate and atrazine; 5) affected by dimethoate and carbendazim; 6) affected by atrazine and carbendazim; 7) affected by the three pesticides.
(XLSX) Click here for additional data file.

# Supplementary material for: Gene Expression Responses Linked to Reproduction Effect Concentrations (EC10,20,50,90) of Dimethoate, Atrazine and Carbendazim, in Enchytraeus albidus
**Source:** PLoS One. 2012 Apr 27;7(4):e36068. doi: 10.1371/journal.pone.0036068
**Supplement:** Table S3 — Significant enriched GO terms (p<0.05) in Enchytraeus albidus in the following lists of differentially expressed genes: 1) uniquely affected by dimethoate; 2) uniquely affected by atrazine; 3) uniquely affected by carbendazim; 4) affected by dimethoate and atrazine; 5) affected by dimethoate and carbendazim; 6) affected by atrazine and carbendazim; 7) affected by the three pesticides. Only the biological process results are given.

**Table S3.** Significant enriched GO terms (p < 0.05) in *Enchytraeus albidus* in the following lists of differentially expressed genes: 1) uniquely affected by dimethoate; 2) uniquely affected by atrazine; 3) uniquely affected by carbendazim; 4) affected by dimethoate and atrazine; 5) affected by dimethoate and carbendazim; 6) affected by atrazine and carbendazim; 7) affected by the three pesticides. Only the biological process results are given.

*^a^* The number of annotated ESTs present in the library within the identified GO terms is indicated for comparison; *^b^* The number of GO term annotated differentially expressed ESTs in each of the seven gene lists.

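Each term of Table S3 compares the number of its members in 1 of the 7 lists with the number in the whole annotated library. The lists come from the t-test at an unadjusted threshold, so a transcript enters a list when 1 of its 4 comparisons per pesticide passes. Several terms rest on the same transcripts, and 17 distinct transcripts carry the 7 terms of the dimethoate list.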

How the deposited data were processed for this re-analysis (not part of the article)

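The scanner files of 42 arrays were read as deposited. Per the file headers, the intensities used had been background-subtracted and detrended within each array by the scanner software before deposit, with a small positive value in place of signals at or below background, and were not normalized between arrays. Spots marked as outliers were left out, the spots of a transcript were averaged on the linear scale, and the averages were log2 transformed and shifted by the median difference from the median array. These shifts lay between -1.29 and 0.50 log2. Differential expression was tested with limma (lmFit and eBayes, version 3.58.1) in R 4.3.3, with 14 group means, 28 residual and 3.94 prior degrees of freedom, and Benjamini-Hochberg adjustment over 1035 transcripts for each contrast. All adjusted p values of single transcripts come from limma. Files were read with data.table 1.17.8, and counts, correlations and simulations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No sequences were aligned and no reference genome was used.

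Groups, contrasts, tests, thresholds, the lists of transcripts and most alternatives were set before the data were examined. The alternatives chosen afterwards were spots averaged as log2 values, the t-test on these, the slide and the scan as random blocks, the day of scanning as a block, the removal of 1 deviating scan, and the last 2 together. Spots marked as outliers were kept in the averages of log2 values. The trend is a linear contrast with scores 0 for the control and 1 to 4 for the concentrations. The t-test of the methods is a 2 sample test with equal variances on 3 against 3 arrays, at p under 0.05 without adjustment. Normexp background correction used an offset of 50 and the median signals of spot and background. In simulated unchanged groups, whole arrays of residuals were dealt at random to the groups 100 times and the same tests were applied. Arrays were also split into 2 groups in all or 100 other ways, and the calls of these splits were counted.

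Transcripts are named where the paper names them in its text or in Figures 4B and 5, by the name and number of Table S2. Beyond these, for each pesticide at EC90 the 3 with a name and the 2 highest and 2 lowest without a name that had the largest change are given, among differentially expressed transcripts whose treated arrays all lay on the same side of all control arrays. The same rule applied to the sequences without a name in the solvent control against the control. Where fewer than that number passed, all that passed are given, and atrazine had none. Lists are described by counts, medians and ranges.

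The processing was tried on simulated arrays with the real means and spread, and with normal noise independent between transcripts. In these arrays 200 of 1035 transcripts were changed in 1 group. Limma recovered 56.5% of them, the t-test of the methods 62.5% with 40 unchanged transcripts called, and the adjusted t-test 20.5%. With the slide as a block 35.5% were recovered, and with the 2 groups alone 41.5%. Among the 861 pairs of arrays none held identical values, and the highest correlation was 0.9946.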

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

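The tests of explanations in this part were chosen only after the results were seen, except the slide as a block, which was set before the data were examined but read as a test only afterwards.

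The paper uses 2 controls, and its text reports no direct comparison of their expression. In limma 19 of 1035 transcripts differed between the solvent control and the control, 17 higher and 2 lower in the solvent control, with a smallest adjusted p of 0.00318. This balance depended on the scaling, since with the 75th percentile 18 of 37 were higher. At an unadjusted p under 0.05 there were 116, and the t-test of the methods gave 154. The largest changes were 6.62 log2 in Contig8 (standard error 1.48, adjusted p = 0.00868), 6.57 in Ealb_Met_P7_C1_SP6_2090602 (standard error 1.46, adjusted p = 0.00866) and -1.20 in Ealb_Met_P9_H1_SP6_2091174 (standard error 0.30, adjusted p = 0.0245). The last was not well above background in the solvent control, which gives at least a 1.02-fold decrease. Contig8 had 14.51 ± 0.09 (SD of 3 arrays) in the solvent control and 7.89 ± 3.07 (SD of 3 arrays) in the control, and without control replicate 3 the count was 1.

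Of the 19 transcripts 12 belonged to a group of 17 that varied together over the arrays, with levels between 5.29 and 12.66 log2 as a mean over the group. With the slide as a block 0 of the 19 were called (41 of all transcripts unadjusted), while the median ratio of the changes was 1.33 and the median standard error rose from 1.03 to 2.01, so slides and treatment cannot be told apart. The scan day was excluded as the whole cause, because with the day as a block 23 transcripts were called, 16 of the 19 among them, at a median ratio of 1.49. Dimethoate EC10 and EC20 alone link the first day to the later ones, and without the 2 deviating arrays of those groups the day block called 15, 13 of the 19 among them. Of the 10 splits of these 6 arrays 1 gave as many transcripts, which cannot exclude chance because 10 splits give no smaller share. An effect of acetone was not tested separately from the slides and stays open.

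Stathmin 1 oncoprotein 18 differed between atrazine and carbendazim at EC90 by 1.18 log2 (standard error 0.24, adjusted p = 0.004). Superoxide dismutase differed at EC90 by 1.87 between dimethoate and carbendazim (standard error 0.42, adjusted p = 0.0479) and by 2.40 between dimethoate and atrazine (standard error 0.42, adjusted p = 0.00113). These values compare changes from different controls for dimethoate, and from the same solvent control for atrazine and carbendazim. With the slide as a block they were 0.53 (standard error 0.48, adjusted p = 0.978), 1.51 (standard error 0.63, adjusted p = 0.981) and 2.60 (standard error 0.58, adjusted p = 0.0724), so for these differences slides and pesticides cannot be told apart.

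Differences between pesticides at 1 concentration were called in limma for 2 transcripts at EC10 and 29 at EC90 between atrazine and carbendazim, and for 3, 1, 18 and 2 from EC10 to EC90 between dimethoate and carbendazim. Between dimethoate and atrazine they were called for 1 at EC20, 15 at EC50 and 11 at EC90. Without the 2 arrays of the deviating scan the counts of atrazine and carbendazim were 37 and 70, those of dimethoate and carbendazim 1, 1, 41 and 16, and those of dimethoate and atrazine 0, 45 and 32. No biological explanation of these differences was tested.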

How the results depend on the processing

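The 34 main results were the counts of differentially expressed transcripts per comparison, trend and contrast, the totals and the overlap of the pesticides, the similarities of their profiles and the correlation with qPCR. Apart from the following, each alternative changed 1 choice of the processing or the test. Averaging spots as log2 values also kept the spots marked as outliers. Normexp also replaced the signal of each spot. The t-test of the methods also left out the adjustment, and the t-test on spots averaged as log2 values combined these changes. The day block without the deviating scan joined 2 changes. A count was regarded as moved where it differed more than 1.5-fold or went to or from 0. The deposited table of processed values was not run separately because its signal equals the scanner signal, and single probes were not run separately because each transcript has 1 probe. In the following, EC50 and EC90 against EC10 and EC20 is called higher against lower concentrations. The correlation between microarray and qPCR moved in no setting, and lay between 0.78 and 0.851 with each array left out in turn. Signals not well above background limited the changes of retinol dehydrogenase 3, glucan endo-1,3-beta-glucosidase, the control arrays of gp96 and the solvent control arrays of EAC01087.

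With the 75th percentile of each array as the scale, 26 of 34 results stayed and 8 moved. Carbendazim EC10, EC20 and EC50 gave 1, 0 and 0 transcripts, and the solvent control against the control gave 37. The atrazine trend gave 46 and its higher against lower concentrations 9, while atrazine against carbendazim gave 11 and dimethoate against atrazine 34.

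Quantile normalization moved 4 results, to 6 transcripts at carbendazim EC10, 7 at carbendazim EC20, 0 in the atrazine trend and 87 for dimethoate against carbendazim.

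Normexp background correction with an offset of 50, on the median signals of spot and background because the mean signal is missing from the scanner files, moved 10 results. Carbendazim EC10, EC20 and EC50 gave 13, 2 and 0 transcripts, the atrazine trend 0 and atrazine at higher against lower concentrations 2. Atrazine against carbendazim gave 11, dimethoate against carbendazim 106 and dimethoate against atrazine 12, the overlap was 3, and the similarity of atrazine and carbendazim was 0.39. The change of Ealb_Met_P9_H1_SP6_2091174 between solvent control and control was reversed to 0.02 log2, in a transcript not well above background in the solvent control.

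When only the 917 transcripts well above background in a group were tested, carbendazim EC20 gave 2 transcripts and atrazine at higher against lower concentrations 1, and 32 results stayed.

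With the replicate block, in which arrays with the same replicate number are paired across groups, carbendazim EC20 gave 2 and atrazine at higher against lower concentrations 1. The replicate numbers carried no pairing, since the deviations of arrays with the same number correlated at a mean of 0.004.

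The slide as a fixed block moved 21 results and kept 13. Dimethoate EC90 gave 17 transcripts, atrazine EC20 gave 1, the carbendazim concentrations 0, 0, 0 and 3, and the solvent control against the control 0. The trends gave 10, 0 and 1 for dimethoate, atrazine and carbendazim, and the totals were 20, 1 and 3. Higher against lower concentrations gave 0 for dimethoate and 0 for carbendazim, and the contrasts between pesticides 0, 0 and 0. The overlap was 0, the named differences between pesticides numbered 0, and the similarity of atrazine and carbendazim was 0.17. Slides and groups overlapped only partly, and the block widened the errors, as in the solvent control against the control from a median of 1.03 to 2.01.

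Limma on the 2 groups of each comparison alone moved 16 of 33 results. Dimethoate EC10 and EC50 gave 1 and 6 transcripts, atrazine EC90 gave 2, carbendazim EC10 and EC20 gave 5 and 0, and the trends 26, 1 and 86. Higher against lower concentrations gave 25 for dimethoate and 28 for carbendazim, atrazine against carbendazim 56 and dimethoate against atrazine 3. The atrazine total was 2, the named differences 8, the similarity of atrazine and carbendazim 0.56, and that of the higher dimethoate concentrations with the other pesticides -0.25.

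Without adjustment, 30 of 33 results moved. The counts were 75, 136, 82 and 101 for dimethoate, 31, 54, 104 and 91 for atrazine, 111, 109, 102 and 177 for carbendazim and 116 for the solvent control against the control. Trends gave 151, 177 and 147, higher against lower concentrations 358, 160 and 89, and the contrasts between pesticides 140, 283 and 307. The totals were 271, 211 and 298, the overlap 215 and the named differences 28. Similarities over these transcripts were 0.59 for atrazine and carbendazim, -0.26 for dimethoate and carbendazim and -0.19 for the higher dimethoate concentrations with the others.

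The t-test of the methods moved 21 of the 23 results to which it applies. It gave 28, 20, 205 and 178 transcripts for dimethoate, 58, 26, 36 and 78 for atrazine, 116, 154, 167 and 179 for carbendazim, and 154 for the solvent control against the control. Its totals were 324, 157 and 333 and its overlap 213. The similarities became 0.55 for atrazine and carbendazim, -0.20 for dimethoate and carbendazim, -0.27 for dimethoate and atrazine, and -0.15 for the higher dimethoate concentrations with the others.

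After adjustment the same t-test gave 0 and 1 transcripts at dimethoate EC50 and EC90, 7, 0, 0 and 2 for carbendazim and 0 for the solvent control. The totals were 1 for dimethoate and 9 for carbendazim, the overlap was 0, and the similarity of the higher dimethoate concentrations with the others was -0.52.

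With the controls exchanged between the pesticides, 17 results moved and 17 stayed. Dimethoate EC10, EC20 and EC50 gave 1, 4 and 0 transcripts, atrazine EC10 and EC90 gave 29 and 15, and carbendazim EC10, EC20 and EC90 gave 6, 2 and 83. The atrazine and carbendazim trends gave 9 and 65, their totals were 36 and 85, and the overlap was 28. Similarities were 0.93 for atrazine and carbendazim, -0.59 for dimethoate and atrazine, -0.85 for the lower and -0.27 for the higher dimethoate concentrations with the others. At dimethoate EC90 the changes of EAC01049, EAC01066 and Ealb_Pest_P6_H1_SP6_2092020 became -0.08, -0.16 and -0.17 log2, and those of EAC01116 and Contig135 0.18 and 0.54. None of these was called, with adjusted p values between 0.78 and 0.964.

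Against the mean of both controls dimethoate EC50 gave 1 transcripts, carbendazim EC10, EC20 and EC90 gave 4, 2 and 88, and the atrazine and carbendazim trends 9 and 61. The carbendazim total was 90 and the overlap 14. Similarities were 0.58 for atrazine and carbendazim, 0.28 for dimethoate and carbendazim, 0.24 for dimethoate and atrazine, and -0.25 between the lower and the higher dimethoate concentrations. The lower dimethoate concentrations correlated with the others at -0.13 and the higher ones at 0.65.

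Over all transcripts the similarity was -0.15 for dimethoate and carbendazim, -0.22 for dimethoate and atrazine, and -0.11 for the higher dimethoate concentrations with the others.

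The remaining alternatives were chosen after seeing the data.

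Averaging all spots as log2 values, those marked as outliers included, moved only the atrazine trend, to 6. On those averages the t-test of the methods gave 33, 19, 190 and 175 transcripts for dimethoate, 59, 32, 34 and 80 for atrazine, 118, 148, 167 and 180 for carbendazim, and 144 for the solvent control against the control. Totals were 313, 165 and 334, the overlap 215, and the similarities 0.55 for atrazine and carbendazim, -0.20 for dimethoate and carbendazim, -0.27 for dimethoate and atrazine, and -0.16 for the higher dimethoate concentrations with the others.

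The slide as a random block, with a correlation of 0.0467, moved 6 results. The atrazine trend gave 6, higher against lower concentrations 116 for dimethoate and 5 for carbendazim, and the contrasts between pesticides 8, 33 and 7.

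The scan as a random block, with a correlation of 0.575, moved 19 results. Dimethoate EC50 and EC90 gave 36 and 56 transcripts, atrazine EC20 gave 2, and carbendazim EC10, EC20 and EC90 gave 0, 0 and 11. The atrazine and carbendazim trends gave 7 and 12, higher against lower concentrations 53 for dimethoate and 0 for carbendazim, and the contrasts between pesticides 3, 6 and 3. Totals were 68, 2 and 13, the overlap 2, and the similarities 0.38 for atrazine and carbendazim and -0.62 for dimethoate and atrazine.

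The day of scanning as a block moved 12 results. Carbendazim EC20, EC50 and EC90 gave 2, 0 and 17 transcripts, the atrazine and carbendazim trends 7 and 7, and higher against lower concentrations 338 for dimethoate and 1 for carbendazim. The contrasts between pesticides gave 8, 0 and 0, the carbendazim total was 20 and the overlap 2. Without the 2 arrays of the deviating scan this block gave 15 transcripts for the solvent control against the control.

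Without the 2 arrays of the deviating scan 28 results moved and 6 stayed. Dimethoate EC50 and EC90 gave 33 and 51 transcripts, atrazine EC10, EC20 and EC90 gave 1, 2 and 34, the carbendazim concentrations 44, 58, 71 and 141, and the solvent control against the control 57. Trends gave 87, 108 and 117, higher against lower concentrations 82, 64 and 23, and the contrasts between pesticides 81, 99 and 34. The totals were 63, 36 and 191, the named differences 6 and the overlap 45. Similarities were 0.59 for atrazine and carbendazim, -0.24 for dimethoate and carbendazim, -0.29 for dimethoate and atrazine, and -0.26 for the higher dimethoate concentrations with the others.

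With each array of the compared groups left out in turn, 6 for a comparison of 2 groups, the counts were 0 to 0, 0 to 1, 1 to 17 and 21 to 42 from dimethoate EC10 to EC90, 0 to 0, 0 to 1, 0 to 7 and 0 to 7 for atrazine, and 1 to 3, 0 to 3, 0 to 3 and 17 to 28 for carbendazim. The solvent control against the control gave 1 to 20, with the lowest count without control replicate 3. Trends gave 29 to 66, 0 to 57 and 11 to 23, higher against lower concentrations 70 to 328, 0 to 107 and 4 to 10, and the contrasts between pesticides 8 to 37, 47 to 146 and 18 to 194. The totals were 21 to 47, 0 to 8 and 19 to 47, the named differences 2 to 5 and the overlap 2 to 11. Similarities were 0.43 to 0.56 for atrazine and carbendazim, -0.49 to -0.26 for dimethoate and carbendazim, -0.55 to -0.21 for dimethoate and atrazine, and 0.45 to 0.90 between the lower and the higher dimethoate concentrations. The lower dimethoate concentrations correlated with the others at -0.53 to -0.30 and the higher ones at -0.50 to -0.17.

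Among 172 values of the transcripts named in the text or by the rule, 170 stayed called or uncalled under the 75th percentile, 170 under quantile normalization, 169 under normexp and 172 under the replicate block. The slide block left 160, the 2 groups 162, the exchanged controls 161 and both controls 165. Among uncalled values the sign changed in 21 under the 75th percentile, 16 under quantile normalization, 34 under normexp, 20 under the slide block, 29 under the exchanged controls and 15 under both controls. Of 1032 values with 1 array of the compared groups left out, 1014 stayed, 16 lost and 2 gained the call, 0 called ones were reversed, and 87 uncalled ones changed sign. Superoxide dismutase at dimethoate EC90 had adjusted p values between 2.42e-07 and 0.0694 over 15 settings, stathmin at carbendazim EC50 between 0.0022 and 0.958 and at EC90 between 5.37e-05 and 0.292. EAC01116, EAC01049 and EAC01066 at dimethoate EC90 lay between 0.18 and 6.90, between -0.08 and 7.02 and between -0.16 and 6.90 log2, and were called in 12, 11 and 11 of the 15.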

Differences from the paper's values

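A count was regarded as differing from the paper's where one was more than 1.5 times the other or only one was 0, and a log2 change where the sign differed or the distance exceeded the larger SD of the 2 groups.

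The paper's totals are 317 transcripts for dimethoate, 161 for atrazine and 334 for carbendazim, and limma gave 39, 0 and 41. Among the alternatives set before the data were examined the unadjusted limma test (271, 211 and 298) and the t-test of the methods (324, 157 and 333) did not differ, and the others did. The t-test on spots averaged as log2 values (313, 165 and 334), chosen after seeing the values, did not differ either. Here and below that alternative also kept the spots marked as outliers, so its counts do not single out the averaging.

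For transcripts with a name the paper's numbers are 135, 51 and 127, and limma gave 11, 0 and 13. The t-test of the methods (123, 49 and 117) did not differ, the unadjusted test did not differ for atrazine (66), and the others did. The t-test on spots averaged as log2 values (125, 50 and 128), chosen after seeing the values, did not differ.

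The paper's number of transcripts affected only by atrazine is 38, and limma gave 0. The unadjusted test (52) and the t-test (46) did not differ, nor did the t-test on spots averaged as log2 values (37), chosen after seeing the values, whereas the others did. For all pesticides the paper gives 49, and limma gave 0. The unadjusted test (56) and the t-test (38) did not differ, nor did the t-test on spots averaged as log2 values (48), chosen after seeing the values. Of these the paper counts 11 with a name, and limma gave 0. All alternatives set before the data were examined differed, among them the t-test (7) and the unadjusted test (21), while the t-test on spots averaged as log2 values, chosen after seeing the values, gave 11.

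The paper's overlap diagram shows about 170 transcripts for dimethoate only and about 140 for carbendazim only (Fig. 3, read by eye), and limma gave 32 and 34. The unadjusted test (134 and 108) and the t-test (173 and 131) did not differ, nor did the t-test on spots averaged as log2 values (165 and 132), chosen after seeing the values. For carbendazim only, leaving out the deviating scan (146), chosen after seeing the values, did not differ. The paper's diagram shows about 14 for dimethoate and atrazine, about 88 for dimethoate and carbendazim and about 60 for atrazine and carbendazim (Fig. 3, read by eye), and limma gave 0, 7 and 0. The t-test (11, 102 and 62) did not differ, the unadjusted test did not differ for atrazine and carbendazim (78), and the others did. The t-test on spots averaged as log2 values (13, 87 and 67), chosen after seeing the values, did not differ.

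The paper's bars for dimethoate stand at about 30, about 20, about 190 and about 180 from EC10 to EC90 (Fig. 1, read by eye), and limma gave 0, 0, 16 and 33. The t-test of the methods (28, 20, 205 and 178) did not differ and the others set before the data were examined did, while the t-test on spots averaged as log2 values (33, 19, 190 and 175), chosen after seeing the values, did not. For atrazine the paper's bars stand at about 57, about 32, about 30 and about 74 (Fig. 1, read by eye), and limma gave 0, 0, 0 and 0. The t-test (58, 26, 36 and 78) did not differ, nor did the unadjusted test at EC90 (91), nor the t-test on spots averaged as log2 values (59, 32, 34 and 80), chosen after seeing the values. For carbendazim the paper's bars stand at about 110, about 140, about 170 and about 180 (Fig. 1, read by eye), and limma gave 2, 1, 4 and 39. The t-test (116, 154, 167 and 179) did not differ, nor did the unadjusted test at EC10 (111), EC20 (109) and EC90 (177). The t-test on spots averaged as log2 values (118, 148, 167 and 180) and, at EC90, the removal of the deviating scan (141), both chosen after seeing the values, did not differ.

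In 7 small log2 changes the sign differed from that of Table S2. For retinol dehydrogenase 3 at carbendazim EC90 the paper gives 0.07 and limma gave -0.05, with the paper's sign under the 75th percentile (0.01) and the slide block (0.17). For glucan endo-1,3-beta-glucosidase the paper gives -0.12 at dimethoate EC10 and -0.17 at EC20, and limma gave 0.01 and 0.00, with the paper's sign under the 75th percentile (-0.04 and -0.12) and, at EC20, quantile normalization (-0.09). Larval visceral protein d has -0.01 at dimethoate EC20 and 0.02 at atrazine EC10 in the paper, against 0.01 and -0.08 here, with the paper's sign under quantile normalization (-0.04), the other control (-0.02) and both controls (-0.01) for the first and the slide block (0.30) for the second. For the histone at atrazine EC20 the paper gives 0.02 and limma gave -0.01, with the paper's sign under the 75th percentile (0.16), quantile normalization (0.04), normexp (0.25), the slide block (0.05), the other control (0.17) and both controls (0.08). The neutral and basic amino acid transport protein at carbendazim EC50 has 0.01 in the paper and -0.01 here, with the paper's sign under the 75th percentile (0.15), quantile normalization (0.01), normexp (0.13), the other control (0.05) and both controls (0.02). Among alternatives chosen after seeing the values, spots averaged as log2 values gave the paper's sign for retinol dehydrogenase 3 (0.03), glucan endo-1,3-beta-glucosidase (-0.09 and -0.15) and the transport protein (0.01). The scan as a random block, chosen after seeing the values, did so for glucan endo-1,3-beta-glucosidase (-0.01 and -0.08), larval visceral protein d at atrazine EC10 (0.06) and the histone (0.13), and the day of scanning as a block, chosen after seeing the values, for retinol dehydrogenase 3 (0.10) and the transport protein (0.08). The removal of the deviating scan, chosen after seeing the values, did so for glucan endo-1,3-beta-glucosidase (-0.39 and -0.23) and larval visceral protein d at dimethoate EC20 (-0.04).

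The paper states that the contractile transcripts were affected mainly at the lower dimethoate concentrations. Of 18 transcripts, the t-test gave 3, 2, 10 and 8 and the unadjusted limma test 2, 4, 4 and 3 from EC10 to EC90, and limma called 0 at each, with 4 at EC20 when adjusted over the list alone.

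The paper states that most electron transport transcripts rose under atrazine above EC20. Of 20 transcripts, 10 were up at EC50 and 8 at EC90, with medians of -0.03 and -0.33. At EC50 the median was 0.26 with the 75th percentile, 0.15 with quantile normalization and 0.03 with normexp.

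The paper states that every electron transport transcript rose at lower and fell at higher dimethoate concentrations, whereas 16 and 17 of 20 were up at EC10 and EC20 and 2 and 3 at EC50 and EC90.

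The paper states that intermediate filament transcripts were significantly up under every carbendazim concentration and under no other pesticide. Of 4 transcripts limma called 0 at each, the unadjusted test 3 at each, and the t-test 2, 3, 2 and 2. The removal of the deviating scan, chosen after seeing the values, called 3 at each carbendazim concentration, 1 at atrazine EC90 and 1 at dimethoate EC90. For atrazine the unadjusted test gave 0, 0, 2 and 1, and at dimethoate EC90 the t-test called 1, which was up.

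The paper states that the histone was significantly up at atrazine EC10, where the adjusted p of limma was 0.885 and neither the unadjusted test nor the t-test called it.

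The paper states that stathmin was significantly up at the lower dimethoate concentrations, where limma gave 0.38 (adjusted p = 0.583) and 0.41 (adjusted p = 0.435), and the t-test called EC10 and not EC20.

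The paper states that tubulin was significantly up under carbendazim and, except at the lower concentrations, under dimethoate. Limma called 0 of 3 tubulins at dimethoate EC50 and EC90 and at each carbendazim concentration. The unadjusted test called 0 and 0 at dimethoate EC50 and EC90, and 1, 1, 0 and 2 under carbendazim. The t-test called 2 at dimethoate EC50, 1 of them up, 1 at EC90, which was up, and 1, 2, 1 and 1 under carbendazim, all up.

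The paper states that the EC20 and EC50 profiles of carbendazim were the closest, whereas over the 41 differentially expressed transcripts EC10 and EC20 joined first at 0.95, and over the 333 of the t-test EC20 and EC50 joined first at 0.92. For dimethoate the paper states that the lower and the higher concentrations formed separate pairs, whereas over the 39 differentially expressed transcripts EC10 and EC50 joined first at 0.96, and over the 324 of the t-test the pairs were those of the paper.

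The paper states that transcripts of protein catabolism were significantly up under each pesticide, whereas limma called 0 of 5 at each concentration. The t-test called 1 at dimethoate EC50, 1 and 2 at atrazine EC20 and EC90, and 1, 1, 0 and 3 under carbendazim, and the unadjusted test called 1 at dimethoate EC20, which was down, 1 at dimethoate EC50, 1 at atrazine EC20 and 2 at carbendazim EC90.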

Other observations

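The tests of explanations in this part were chosen only after the results were seen, except the slide as a block, which was set before the data were examined but read as a test only afterwards. For 2 of the tests, on higher against lower dimethoate concentrations without 1 scan and on the noise of dim spots, the deciding outcome was set before the test was run.

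Replicate 1 of dimethoate EC10 and replicate 2 of dimethoate EC20, which form 1 scan, deviated from their groups together, with a correlation of 0.84 between their deviations. Noise of dim spots was excluded as the cause, since among the brightest 259 transcripts the mean SD from their groups was 1.48 log2, against 0.40 for the other arrays. A change of scale was excluded as well, since the SD was 1.24 after quantile normalization, against 0.55 for the others. An exchange of labels with another group of the series was excluded as the whole cause. The highest correlation of either array with the mean of any group was 0.965, below the lowest of the other arrays with their own group, 0.981. Both arrays were nearest to the solvent control, at 0.965 and 0.96, against 0.949 and 0.954 with their own groups. A sample from outside the series stays open, and no biological explanation was tested.

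The small number of calls for atrazine and carbendazim may come from the spread of these 2 arrays, because over the 8 comparisons of these pesticides 46 calls became 351 without them. The spread of each transcript is shared by all groups in the model, and the 2 arrays raise it. That test was chosen after seeing the data, and whether those arrays should be left out cannot be decided from the data.

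The contrast of higher against lower dimethoate concentrations, with 179 transcripts, was not due to the 2 arrays alone, because without them 2 of 100 splits of the remaining 10 arrays gave as many as the 82 called. All 179 kept their direction without them, with a median ratio of 0.53, and 54 were called in both. With the slide as a block 0 were called, although 179 of 179 kept their direction with a median ratio of 1.23, so slides and concentration cannot be told apart. EC10 and EC20 of dimethoate lay on other slides than EC50 and EC90.

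Splits of the arrays into other groups show how often as many transcripts are called by chance. For dimethoate EC10 and EC20 and the 4 atrazine comparisons, with 0 transcripts called, all 10 splits gave as many by construction and test nothing. For dimethoate EC50 and EC90 and the 4 carbendazim comparisons 1 of 10 splits gave as many, the observed split itself. With 10 splits chance cannot be excluded in any of the latter comparisons. Of 100 splits, 15 gave as many transcripts as the dimethoate total, 7 as the dimethoate trend, 5 as the contrast of its higher and lower concentrations and 6 as the atrazine trend, so chance was not excluded for these. The simulations of unchanged groups gave as many as the dimethoate total in 4 of 100. For the atrazine total and the contrast of its higher and lower concentrations, with 0 transcripts, all 100 splits gave as many by construction and test nothing. For carbendazim 2 of 100 splits and 6 of 100 simulations gave as many as the total. For the dimethoate and the carbendazim total 1 of the 2 tests lay under 5 of 100 and the other did not, so chance was not excluded for these totals. By the splits it was excluded for the carbendazim trend (1 of 100), the contrast of its higher and lower concentrations (1 of 100), atrazine against carbendazim (1 of 100), dimethoate against carbendazim (2 of 100) and dimethoate against atrazine (2 of 100). These splits do not test the slides. With the slide as a block the same 5 results gave 1, 0, 0, 0 and 0 transcripts, with median ratios of 0.88, 0.74, 1.05, 0.47 and -0.35 and median standard errors up from 0.07, 0.20, 0.15, 0.15 and 0.15 to 0.12, 0.58, 0.52, 0.37 and 0.66, so slides and treatment cannot be told apart.

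The likeness of the atrazine and carbendazim profiles could come from their shared solvent control, because 39 of 100 simulations of unchanged groups had a mean correlation at least as high as the observed 0.48. The opposite profiles of dimethoate might come from the use of 2 controls, because 11 of 100 simulations had a mean correlation at least as low as the observed -0.43. The 17 transcripts that varied together may contribute, because without them the correlation was -0.11. A biological explanation, in which the pesticides act alike or in opposite ways, was not tested by these values and stays open.

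The change of superoxide dismutase at dimethoate EC90 stayed between 2.16 and 2.32 log2 over 15 settings. Under the slide block the change was 2.23 log2 (standard error 0.43, adjusted p = 0.0044 in limma), which argues against the slides as its cause. That test rests mainly on 1 control array, replicate 3. All 3 EC90 arrays lay on the slide of that control array and exceeded it by 1.66 to 2.61. The increase with dose is the pattern that the design gives for an effect of dimethoate, and no biological mechanism was tested.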
